# Single-cell RNA-sequencing reveals transcriptional dynamics of estrogen-induced dysplasia in the ovarian surface epithelium

**DOI:** 10.1371/journal.pgen.1007788

**Published:** 2018-11-12

**Authors:** Nhung H. Vuong, David P. Cook, Laura A. Forrest, Lauren E. Carter, Pascale Robineau-Charette, Joshua M. Kofsky, Kendra M. Hodgkinson, Barbara C. Vanderhyden

## Abstract

Estrogen therapy increases the risk of ovarian cancer and exogenous estradiol accelerates the onset of ovarian cancer in mouse models. Both *in vivo* and *in vitro*, ovarian surface epithelial (OSE) cells exposed to estradiol develop a subpopulation that loses cell polarity, contact inhibition, and forms multi-layered foci of dysplastic cells with increased susceptibility to transformation. Here, we use single-cell RNA-sequencing to characterize this dysplastic subpopulation and identify the transcriptional dynamics involved in its emergence. Estradiol-treated cells were characterized by up-regulation of genes associated with proliferation, metabolism, and survival pathways. Pseudotemporal ordering revealed that OSE cells occupy a largely linear phenotypic spectrum that, in estradiol-treated cells, diverges towards cell state consistent with the dysplastic population. This divergence is characterized by the activation of various cancer-associated pathways including an increase in *Greb1* which was validated in fallopian tube epithelium and human ovarian cancers. Taken together, this work reveals possible mechanisms by which estradiol increases epithelial cell susceptibility to tumour initiation.

## Author summary

Women who take estrogen replacement therapy are at higher risk of developing ovarian cancer. When ovarian epithelial cells are exposed to estrogen, there is a heterogeneous cellular response, with some cells appearing unaffected, while others become disorganized and grow at accelerated rates consistent with pre-cancerous cells. This heterogeneity confounds traditional methods for surveying gene expression, which rely on averaging the signal across a population of cells. Here, we employ single cell RNA sequencing in order to measure gene expression profiles at single-cell resolution. This allowed us to distinguish between estrogen-responsive and unresponsive populations and identify defined expression signatures for each. Also, because cellular responses are asynchronous, we were able to use the snapshot of expression profiles to infer the transcriptional changes as cells respond to estrogen and become increasingly disorganized. These techniques revealed not only the processes that may contribute to the earliest stages in the formation of estrogen-driven pre-cancerous cells, but also identified biomarkers of that transition. We have confirmed that the protein GREB1 appears in the pre-cancerous cells and is present in the majority of human ovarian cancers.

## Introduction

Ovarian cancer is the deadliest gynecological cancer with an overall 5-year survival rate of only 45%. However, if detected early, this survival rate increases to 92% [1]. These statistics demonstrate the importance of understanding the initiating events of ovarian cancer to better develop strategies for prevention and early detection. To date, there are many known risk factors for ovarian cancer but the molecular events leading to transformation remain unclear. Meta-analysis of 52 epidemiological studies investigating menopausal hormone use and ovarian cancer risk found that 55% of women who developed ovarian cancer had also used estrogen replacement therapy [2]. Using a mouse model of ovarian cancer, 17β-estradiol (E2) was shown to accelerate onset of ovarian cancer as E2 treated mice reached their end-point 30–40 days before microscopic tumours were observed in control mice [3]. Wild-type mice exposed to exogenous E2 over 60 days (modelling hormone replacement therapy) developed dysplastic lesions on the ovarian surface epithelium (OSE) and fallopian tube epithelium (FTE) [3,4]. On the ovary, these lesions are characterized by an increased incidence of both columnar epithelial cells and stratified hyperplastic cells. On the oviduct, there was significant increase in both stratified and hypertrophic FTE. Recent use of unbiased genomic and proteomics approaches demonstrate that both OSE and FTE are capable of giving rise to epithelial ovarian cancer [5,6]. Since our lab showed that prolonged E2 exposure impacts both cell types and genome-wide transcriptional regulation of estrogen receptor targets in mouse FTE was recently investigated [7], we present the transcription dynamics of estrogen-induced dysplasia in primary cultures of mouse OSE to further advance our understanding of how estrogen can accelerate transformation from either cells of origin.

The E2-induced OSE dysplasias are reproducible using primary cultures of OSE cells, where areas of columnar OSE and foci of multi-layered cells can both be observed after 15 days of exposure to E2. Immunohistochemical (IHC) staining of mouse ovaries and immunofluorescent (IF) staining of OSE cultures showed that these distinct phenotypes are associated with opposing gene expression patterns [4]. These co-existing morphologies highlight the heterogeneity of the responses to E2, confounding conventional methods used to measure transcript and protein expression changes. Here, we use single-cell RNA-Sequencing (scRNA-Seq) to tease apart this heterogeneity and to understand the phenotypic trajectory of OSE cells throughout the process of foci formation then extend our main finding to mouse FTE and human ovarian cancer tissue.

## Results

### Single-cell profiling of OSE cells

Substantial dysplasia was observed in primary cultures of OSE cells after prolonged E2 exposure, with disparate morphological changes present in the same dish (**Fig 1A**). To identify subpopulations of OSE and their responses to E2, we used scRNA-Seq to compare control cells and those that had been treated with E2 for 15 days. 

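OSE cells are the single layer of epithelium that covers the ovary, and E2 is the estrogen estradiol. Primary cultures of mouse OSE cells were held in hormone-free medium for 48 hours and then for 15 days with 100 nM E2 or with its vehicle, ethanol at a final 0.0002%. Single cells were captured on a Fluidigm C1 circuit, a chip that holds each cell in its own capture site, and the cells in each of the 20 columns of the chip were barcoded by site and made into 1 cDNA library. Columns 1 to 10 held control cells and columns 11 to 20 held E2-treated cells. All columns of a condition were loaded through 1 inlet with 1 cell suspension. The spread between libraries therefore covers the sampling of cells and the preparation of libraries, not differences between cultures, and every test of E2 against control compares these 2 suspensions. The authors assigned reads to capture sites, quantified transcripts with kallisto, summed them to genes with tximport and filtered cells and genes with scater. They deposited estimated counts per gene and cell, imputed values on a log scale, and metadata of each cell with its cluster, its trajectory state and its pseudotime. Of the count values, 90.1% were exactly whole numbers, and 70.1% were 0. Cells of column 13 were not analysed here, so that 10 control libraries were compared with 9 E2 libraries, each of 26 to 36 cells. The total count per library was 3867791 to 5078340 (median 4497614) in control and 2693258 to 4037847 (median 3158244) in E2. For tests of genes, the counts of all cells of 1 library and 1 cluster were summed, rounded to whole numbers and compared between libraries with edgeR's quasi-likelihood test, with TMM normalization and Benjamini-Hochberg adjustment. A gene was called at an adjusted p below 0.05 and an absolute log2 fold change above 0.5, the thresholds of the paper, and sums of fewer than 3 cells were left out. Levels are given as edgeR's CPM of these sums, counts scaled to the normalized total of each sum, as mean and SD over libraries.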

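After the authors' filters, control cells had a median of 128995 reads and 4405 genes with a count, and E2-treated cells had a median of 110884 reads and 4005 genes. The median share of mitochondrial reads was 2.27% in control and 2.54% in E2-treated cells. All 589 cells were marked in the metadata as the only cell at their capture site and as being in G1 phase. Because control cells were sequenced more deeply, shares of cells with a read were also computed after each cell had been thinned to 20000 reads, a depth that all 589 cells reached.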

After processing and filtering out poor quality libraries (**Figure in S1 Fig**), the dataset comprised 329 control and 260 E2-treated cells, with a median of approximately 120,000 reads/cell and 4,000 genes/cell (**Fig 1B**).

**Fig 1:**
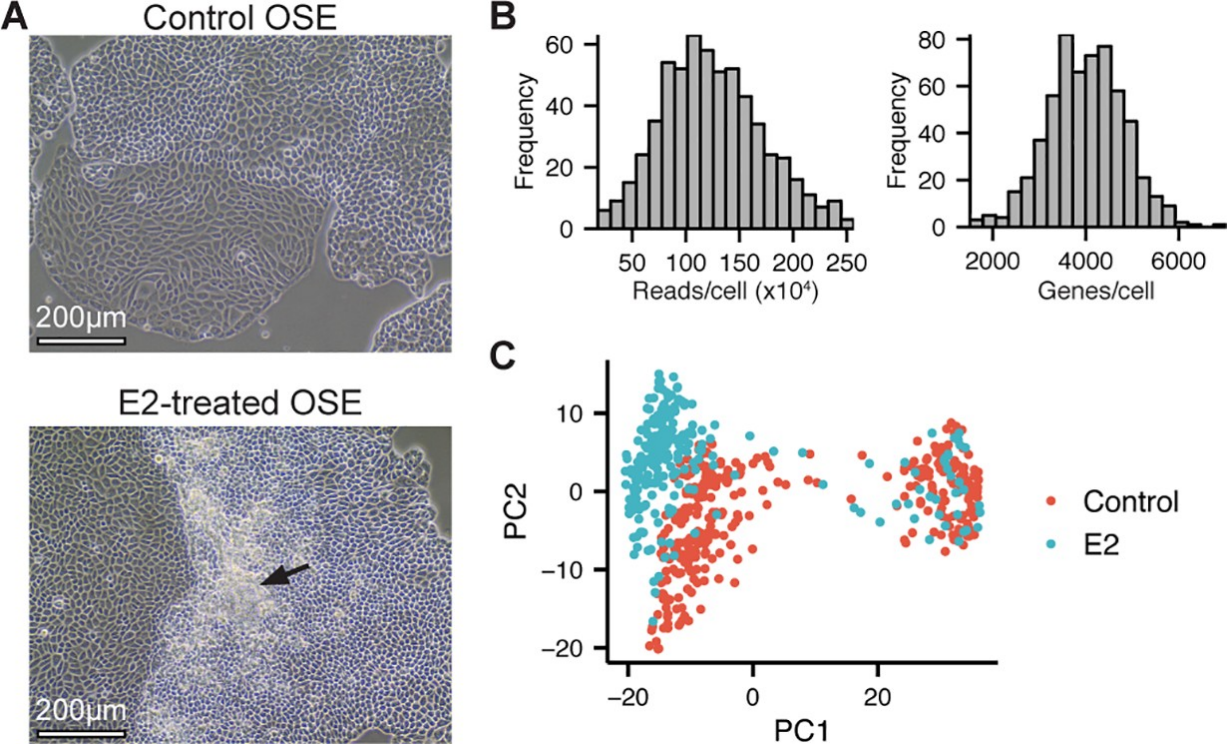
Single-cell profiling of control and dysplastic E2-treated OSE cells. (A) Phase-contrast images of control and E2-treated OSE cells. Scale-bar = 200μm. (B) Histogram of the number of reads (left) and genes (right) per cell following quality control filtering. (C) PCA of control and E2-treated cells from scRNA-Seq data. Data points represent individual cells and are coloured by treatment. 84.7% of total variance is accounted for by PC1 (75.6%) and PC2 (9.1%).

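In a PCA of the deposited imputed values, with genes centred and not scaled, PC1 held 56.3% of the variance over the 589 cells, PC2 held 14.2% and PC3 held 7.75%. Leaving out the imputation moved these shares most. On log-normalized counts of the same cells, PC1 held 2.56%, PC2 held 1.85% and PC3 held 0.713%.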

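Scores along each principal component were averaged per library and compared between conditions by exact two-sided permutation of libraries, with Benjamini-Hochberg adjustment over 9 tests (3 components in all cells, in responsive cells and in the cells of the other cluster). Each component was scaled to unit variance over cells. Along PC1, the mean score over all cells was 0.308 ± 0.161 (SD, n = 10) in control libraries and -0.388 ± 0.166 (SD, n = 9) in E2 libraries. This difference was larger than the spread between libraries (exact permutation p = 2.17e-05, the smallest that 10 libraries against 9 allow; adjusted p = 4.87e-05).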

Principal component analysis (PCA) revealed two distinct clusters of cells along the first principal component that did not segregate based on E2 treatment (**Fig 1C; Figure in S2 Fig**). PC2 and PC3, however, did correlate with the treatment. 

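Along PC2, E2 libraries had a mean score of 0.237 ± 0.158 (SD, n = 9) and control libraries of -0.179 ± 0.176 (SD, n = 10), with an exact permutation p of 0.000195 (adjusted p = 0.000351). Along PC3, the means were 0.766 ± 0.0882 and -0.611 ± 0.143, and every other split of the libraries gave a smaller difference (exact permutation p = 2.17e-05, the smallest possible for 10 against 9 libraries). Without imputation the treatment separated along PC2 (difference 0.830, exact permutation p = 2.17e-05, the smallest possible) and not along PC3 (difference 0.0215, exact permutation p = 0.932).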

No known technical variable or typical biological source of variation (eg. cell cycle) correlated with these principal components, suggesting they represent biological variation of interest.

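Across the 589 cells, which are not independent replicates, PC1 of the imputed values had a Pearson correlation of -0.170 with the reads per cell, -0.0917 with the genes detected and 0.195 with the share of mitochondrial reads. PC2 had correlations of -0.328, -0.245 and 0.0751 with the same measures, and PC3 of -0.125, -0.150 and 0.132. On log-normalized counts without imputation, PC1 followed the number of genes detected, with a correlation of -0.721. Since the metadata place every cell in G1, they leave no difference in cell cycle phase to correlate with a component.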

### Heterogeneity in OSE cell response to E2

To determine the gene expression differences that drive structure in the PCA, we used SC3 [8]—a consensus-based k-means clustering algorithm—to cluster the data. Given the two distinct populations along PC1, we first set *k* = 2 to define two clusters, splitting the mixed populations of cells along the first principal component (**Fig 2A and 2B**). 

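Deposited labels at k = 2 placed 168 cells in the right cluster, called cluster 1 in Fig 2A, and 421 in the left cluster, which the paper goes on to call responsive. K-means on 10 principal components of the imputed values put 583 of the 589 cells in the same group. Cluster 1 held 126 of 329 control cells (38.3%, exact 95% interval 33.0 to 43.8%) and 42 of 260 E2-treated cells (16.2%, exact interval 11.9 to 21.2%). Averaged over libraries, its share was 38.1% ± 9.57 (SD, n = 10) in control and 16.5% ± 9.22 (SD, n = 9) in E2 (exact two-sided permutation test of libraries, p = 0.000217). With labels from k-means on counts without imputation, the alternative that moved it most, the control share was 36.8% ± 11.5 (SD, n = 10). The intervals cover counting error only, and cells of 1 suspension are not independent cultures.

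**Figure D1:**
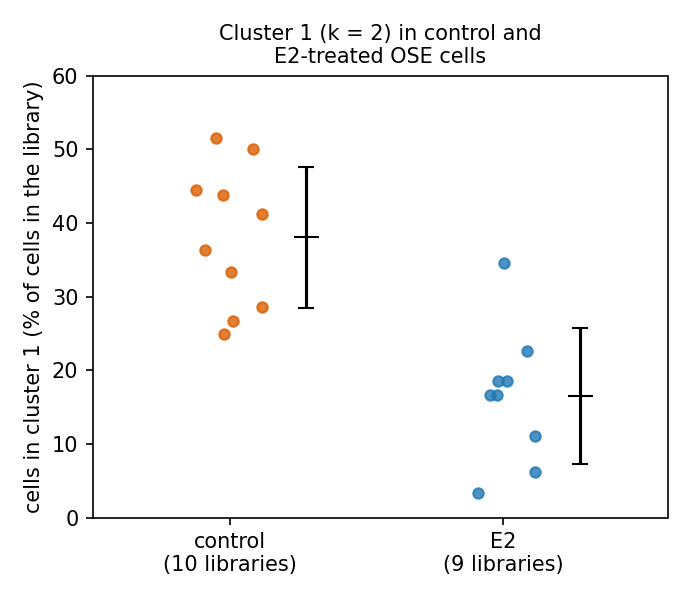
Share of the cells of each library that lie in cluster 1 at k = 2, in percent. Each point is 1 of 10 control libraries or 9 E2 libraries, and the bars give the mean and SD; control libraries lie between 25.0% and 51.6%, E2 libraries between 3.33% and 34.6%.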

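Counts were summed over the 165 cluster 1 cells of 10 control and 7 E2 libraries with at least 3 such cells, and over the 421 responsive cells of all 19 libraries, and were fitted with condition as a covariate. The clusters were built from the expression of the same cells, so that these p-values describe the comparison and are not independent evidence of a difference. Of 10597 genes tested, 1689 were called, 649 of them higher in cluster 1 and 1040 lower. limma-voom moved this number most, to 2624 genes, of which 574 were higher and 2050 lower, while DESeq2 called 2316, 1133 higher and 1183 lower. Among the called genes with the same sign in all 17 libraries that had both sums, the largest differences upward were those of Lgals3 (log2 fold change 7.84, SE 0.54), Cyp1b1 (7.73, SE 0.53), Col1a2 (7.26, SE 0.37), Mmp2 (7.01, SE 0.45) and Gpc3 (6.44, SE 0.60). The largest downward were those of Acot1 (-7.05, SE 0.57), Fads3 (-6.47, SE 0.73), Kdr (-6.20, SE 0.55), Fez1 (-6.15, SE 0.65) and Cyb561 (-6.07, SE 0.70). The highest adjusted p among these 10 genes was 7.50e-09, for Cyb561 (edgeR). Col1a2 lies on chromosome 6 of GRCm38 from 4504814 to 4541544 and encodes a chain of collagen I. Its level was 1928 ± 435 CPM (SD, n = 17 libraries) in cluster 1 and 12.7 ± 15.6 CPM (SD, n = 19) in responsive cells, where 1 cell of 1 control library held 116 of the 162 Col1a2 reads of that library. The order of genes in the paper's Table S1 was not tested, since the first 1999 of its rows were at hand.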

We then used monocle [9] to identify 1,132 differentially expressed genes between clusters (**Table in S1 Table**).

**Fig 2:**
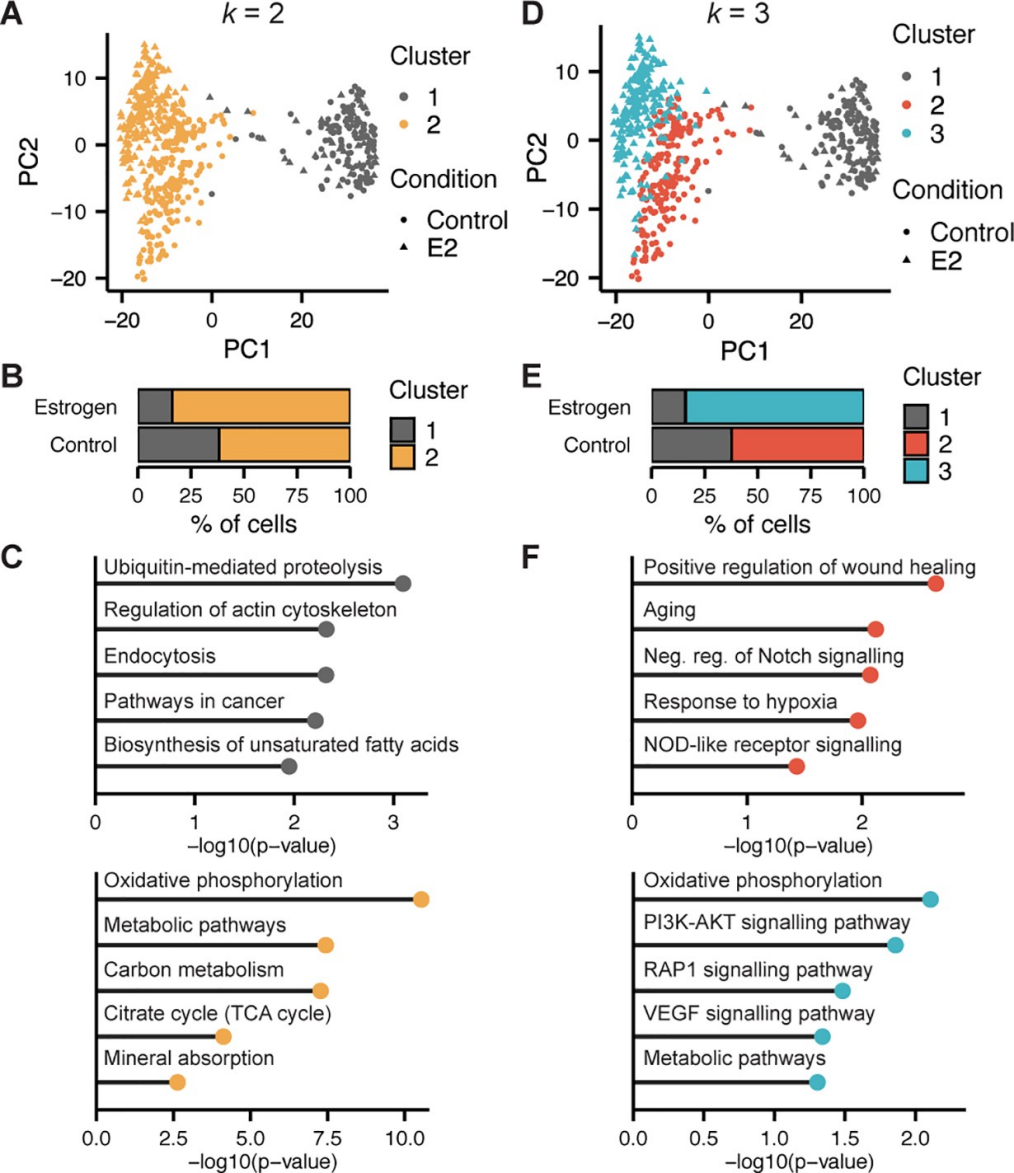
Unsupervised clustering reveals distinct heterogeneity in OSE. (A) PCA of OSE cells coloured by cluster (*k* = 2 clustering). (B) Stacked barplot displaying the percent of cells from each condition within each cluster. (C) Top KEGG Pathways and GO Terms (p-value < 0.05) associated with genes more-highly expressed in Cluster 1 (top) and Cluster 2 (bottom). (D) PCA of OSE cells coloured by cluster (*k* = 3 clustering). (E) Stacked barplot displaying the percent of cells from each condition within each cluster. (F) Top KEGG Pathways and GO Terms (p-value < 0.05) associated with genes more-highly expressed in Cluster 2 (top) and Cluster 3 (bottom).

Since the cells of the rightmost cluster did not spread along PC2 according to E2 exposure, while the cells of the left cluster did, we predicted that these two clusters capture differences in the cells’ ability to respond to E2. 

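Within the responsive cells, E2 libraries lay higher along PC2, at 0.274 ± 0.171 (SD, n = 9) against -0.250 ± 0.331 (SD, n = 10) in control (exact permutation p = 0.000390, adjusted p = 0.000585 over 9 tests). Within cluster 1, the means along PC2 were 0.0873 ± 0.266 in the 7 E2 libraries with at least 3 such cells and -0.0808 ± 0.224 in the 10 control libraries, a difference smaller than the spread between libraries (exact permutation p = 0.179, adjusted p = 0.230). Along PC3 the responsive cells differed by 1.97 between the conditions and the cluster 1 cells by 0.0179 (exact permutation p = 0.762 for the latter).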

None of the additional principal components captured E2-associated differences in the cells of the right cluster and further sub-clustering does not separate the E2-treated cells from the untreated cells of this population **(Figure in S3 Fig),** suggesting these cells are effectively indistinguishable, despite differences in their culture conditions. 

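At k = 4, cluster 1 of the deposited labels held 114 control and 38 E2-treated cells, and the additional cluster 2 held 15 control and 10 E2-treated cells. Along PC1, cluster 1 cells at k = 2 had mean scores of 1.56 ± 0.0765 (SD, n = 10) in control and 1.47 ± 0.213 (SD, n = 7) in E2 libraries (exact permutation p = 0.279). With the counts of 126 control and 39 E2-treated cluster 1 cells summed per library, edgeR called 7 of 8340 genes between the conditions, 3 higher and 4 lower with E2, and 622 genes had an unadjusted p below 0.05. DESeq2 called 52. Among the responsive cells, 20 random draws of as many cells per library as cluster 1 had gave 20 to 46 called genes (median 34). In simulated data with changed genes, edgeR recovered 14.8% of them at the depth of the cluster 1 sums and 55.6% at that of the responsive sums, so the cluster 1 sums could show fewer of such changes. Higher with E2 were Ctnnd1 (log2 fold change 2.78, SE 0.55), at 411 ± 658 CPM (SD, n = 7) against 58.6 ± 27.0 CPM (SD, n = 10), mt-Cytb (0.83, SE 0.16) and mt-Co2 (0.79, SE 0.16). The median share of mitochondrial reads was 3.55% in E2-treated and 2.53% in control cluster 1 cells. Only 3 of 8 settings called Ctnnd1, whose mean with E2 rests on 1 library of 3 cells, and with at least 5 cells per sum, which leaves that library out, it was 1.46 (adjusted p = 0.282). Lower were Nkx6-2 and Rps6ka4, and Hapln4 and Secisbp2, which had no read in the 7 E2 sums. Of these last, Hapln4 had 18 reads and Secisbp2 had 2 in the 3 E2-treated cluster 1 cells that were left out of the sums. A read of Hapln4 was found in 25 of 126 control and 1 of 42 E2-treated cluster 1 cells. For Secisbp2 it was 21 of 126 and 1 of 42.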

The estrogen receptors *Esr1* and *Esr2* were detected in 23.4% and 4.9% of all cells, respectively, and *Gper1* (G protein-coupled estrogen receptor 1) was not detected in any cell (**Figure in S4 Fig**). 

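A read of Esr1 (chromosome 10 of GRCm38, 4611593 to 5005614) was found in 128 of 589 cells, a share of 21.7% (exact 95% interval 18.5 to 25.3%). Esr2 (chromosome 12, 76120419 to 76177259) was found in 39 cells, or 6.62% (exact interval 4.75 to 8.94%). Gper1 is not among the 14299 genes of the table. A count of 0 in a cell shows that no read was found at its depth, not that the transcript was absent. Thinning each cell to 20000 reads moved these shares most, to 16.0% for Esr1 and 2.72% for Esr2. Averaged over libraries, the share with an Esr1 read was 23.4% ± 9.47 (SD, n = 9) in E2 and 20.2% ± 6.12 (SD, n = 10) in control, which did not differ beyond the spread between libraries (exact permutation p = 0.383, adjusted p = 0.523 over 15 tests).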

*Esr1* is the predominant mediator of the transcriptional effects of E2 signalling in the OSE [10] and was expressed significantly higher in the leftmost cluster (*q* = 0.02). Together, this suggests that the right cluster represents a population of cells that are E2-unresponsive, despite having some degree of *Esr1* expression. 

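Summed per library, the level of Esr1 was 13.4 ± 14.0 CPM (SD, n = 17) in cluster 1 and 29.5 ± 19.2 CPM (SD, n = 19) in responsive cells, a log2 fold change of -1.16 (SE 0.51) that did not pass the threshold after adjustment (edgeR, adjusted p = 0.113). Esr1 was higher in cluster 1 in 2 of the 17 libraries with both sums. The share of cells with an Esr1 read was 13.9% ± 12.1 in cluster 1 and 24.5% ± 10.3 in the responsive cells of the same 17 libraries, and it was lower in cluster 1 in 12 of them (exact sign-flip permutation p = 0.0160, adjusted p = 0.0801 over 15 tests). At 20000 reads per cell, the shares were 8.45% ± 7.50 and 18.1% ± 10.3 (exact sign-flip permutation p = 0.00183, adjusted p = 0.0275).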

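Whether the change with E2 differed between cluster 1 and the responsive cells was tested with the interaction term of a fit over both. Of 11398 genes, edgeR called 21, with the change lower in cluster 1 for 19 and higher for 2. With the library as a block none was called, while 892 genes had an unadjusted p below 0.05 in that fit and DESeq2 without the block called 109. Igfbp5 changed with E2 by a log2 fold change of 2.62 (SE 0.23) in responsive cells and of 2.91 (SE 0.93) in cluster 1, the latter without passing the threshold (edgeR, adjusted p = 0.341). DESeq2 called the change in cluster 1 (adjusted p = 0.0496, with 0.0496 to 0.617 over 5 settings). The level of Igfbp5 in cluster 1 was 5.30% of that in responsive cells with E2 and 5.61% in control. Such shares were also taken for 20 transcripts above 100 CPM in responsive control cells, those with the lowest share in control. Igfbp5 is itself 1 of these 20. Their medians were 2.47% with E2 and 5.83% in control, and with E2 they ran from 0.432% (Fxyd1) to 38.1% (Abcb1b). With E2, Igfbp5 lay above the median and within that range. Reads from responsive cells thus cannot be told apart from a change of Igfbp5 in cluster 1. A read of Igfbp5 was found in 61.9% of 42 E2-treated and 21.4% of 126 control cluster 1 cells, and in 95.9% and 69.5% of responsive cells. Its interaction was 0.23 (SE 0.77, edgeR, adjusted p = 0.965), and it was -0.50 under limma-voom and -0.58 with the library as a block, where it reversed. For Greb1, cluster 1 held 1 read in 168 cells, so that its change there rests on that read. Its interaction was not called by edgeR (adjusted p = 0.992) and was called by DESeq2 (0.0123) and limma-voom (0.000157), with 0.000157 to 0.9998 over 6 settings. The paper reasons that the cells of the right cluster did not spread by treatment along any component and had lower Esr1 expression, and from this it proposes that they do not respond to E2.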

To further support that the distribution of cells along the first principal component corresponds to estrogen responsiveness, we scored each cell based on their expression of genes comprising the “Early estrogen response” hallmark gene set from the Molecular Signatures Database [11]. All cells of the rightmost cluster, regardless of whether they had been exposed to E2, had lower gene set scores (*t*-test *p* = 9.16x10^-160^**; Figure in S4 Fig)**.

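The Hallmark set was not used here. In its place stood 30 genes known to rise with estradiol in breast cancer cells. In the comparison of cluster 1 with responsive cells, 16 of them were in the fit, 2 called higher and 7 called lower in cluster 1, with a median log2 fold change of -0.59. camera with a preset inter-gene correlation of 0.01 gave an adjusted p of 0.0437 over 14 lists, and fry gave 1.44e-09. With the correlation estimated from the data, which moved it most, the adjusted p was 0.134. In the libraries taken by condition, the median was -0.50 in control (fry adjusted p = 2.75e-05) and -0.91 in E2 (fry adjusted p = 2.20e-06). There camera called the list in E2 (adjusted p = 0.00974) and not in control (0.0770). With an estimated correlation it called the list in neither (adjusted p = 0.0696 in E2 and 0.112 in control). Among responsive cells the same list was higher with E2, with a median log2 fold change of 0.41 over 16 genes (camera adjusted p = 0.00417, fry adjusted p = 0.00210).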

Functional enrichment analysis of differentially expressed genes between the right and left clusters was performed to explore the biological differences between these two clusters (**Table in S2 Table**). The E2-responsive cluster seems more metabolically active than the unresponsive cluster, as demonstrated by the top ontology terms for this cluster **(Fig 2C)**. 

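Of 96 genes of the respiratory chain and ATP synthase, taken by symbol, 89 were in the fit of cluster 1 against responsive cells, 27 of them called lower in cluster 1 and 1 higher. Their median log2 fold change was -0.32 (camera adjusted p = 0.000212, fry adjusted p = 5.43e-06), but camera with an estimated correlation gave an adjusted p of 0.348. The 17 enzymes of the TCA cycle had a median of -0.39, with 4 called lower and none higher (camera adjusted p = 0.0845, fry adjusted p = 5.04e-07). Ribosomal protein genes had a median of -0.09 over 133 genes, 8 called higher and 14 lower (camera adjusted p = 0.372). Cluster 1 cells also had fewer reads than the responsive cells of the same library, with a mean of library medians of 101144 against 136827 in 17 libraries (exact sign-flip permutation p = 7.63e-05), and a larger share of mitochondrial reads, 2.96% against 2.22% (exact p = 1.53e-05, the smallest that 17 libraries allow).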

The E2-unresponsive cluster was characterized by regulation of Actin cytoskeleton and, surprisingly, pathways in cancer **(Fig 2C)**. However, the majority of genes in this term are involved in evading apoptosis (*Xiap* [12], *Bmp4* [13]). 

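Xiap, an inhibitor of caspases, was at 67.9 ± 35.8 CPM (SD, n = 17 libraries) in cluster 1 and 41.8 ± 18.1 CPM (SD, n = 19) in responsive cells. Its log2 fold change of 0.67 (SE 0.28) was positive in 13 of 17 libraries and did not pass the threshold (edgeR, adjusted p = 0.0941). Bmp4 was at 63.1 ± 32.1 CPM in cluster 1 and 32.2 ± 18.2 CPM in responsive cells, a log2 fold change of 1.00 (SE 0.29) that was called (edgeR, adjusted p = 0.0110) and positive in 14 of 17 libraries.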

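Hras and Araf encode proteins of a growth factor pathway. Between cluster 1 and responsive cells, Hras had a log2 fold change of 0.98 (SE 0.34), was higher in cluster 1 in 15 of 17 libraries and was called (edgeR, adjusted p = 0.0414). It was not called without the filter on genes (adjusted p = 0.0533) or with k-means labels without imputation (0.110), and its adjusted p over 8 settings was 0.00907 to 0.110. Araf had a log2 fold change of 0.58 (SE 0.25, adjusted p = 0.108), positive in 11 of 17 libraries, and was not called. DESeq2 (adjusted p = 0.0227) and thinning to 20000 reads per cell (0.0411) called it, with 0.0227 to 0.306 over 8 settings.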

Although some pro-proliferative signals were present (*Kras*, *Hras*, and *Araf)*, there was also significant up-regulation of *Pten*, a tumour suppressor that is sufficient to inhibit the proliferative signals of KRAS in OSE [14]. Cells in this cluster also have high expression of *Actin*, *Mmp2*, and *Rac1*—key genes for cell motility, filopodia, and lamellipodia formation. Thus, cells in the E2-unresponsive cluster are predicted to be mesenchymal in morphology and more quiescent than E2-responsive cells.

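Mmp2 (chromosome 8 of GRCm38, 92827291 to 92853420) was at 211 ± 101 CPM (SD, n = 17) in cluster 1 and 1.59 ± 2.29 CPM (SD, n = 19) in responsive cells, where 22 of the 23 reads in the highest E2 library came from 1 cell. It was higher in cluster 1 in all 17 libraries that had both sums (edgeR, adjusted p = 5.04e-16). Rac1 had a log2 fold change of 0.45 (SE 0.16, adjusted p = 0.0487), below the fold change threshold. Of the actin genes, Actb had a log2 fold change of 0.07 (SE 0.12, adjusted p = 0.759) and Actg1 of -0.30 (SE 0.11, adjusted p = 0.0407).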

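Of a list of 34 cell cycle genes, 27 were in the fit of cluster 1 against responsive cells, and 23 of them were higher in cluster 1, 3 of these called. Their median log2 fold change was 0.94 (camera adjusted p = 0.00467), a call that did not hold under fry (adjusted p = 0.210) or with an estimated correlation (adjusted p = 0.369). A read of Mki67 was found in 16.6% of cluster 1 cells and 13.7% of responsive cells, as means over 17 libraries (exact sign-flip permutation p = 0.437, adjusted p = 0.655 over 15 tests). For Top2a the shares were 45.4% and 55.7% (exact sign-flip permutation p = 0.0686, adjusted p = 0.234). At 20000 reads per cell, the difference for Top2a was 0.195 percentage points in the other direction. Krt19, an epithelial keratin, was at 23.9 ± 31.3 CPM in cluster 1 and 513 ± 137 CPM in responsive cells, and lower in cluster 1 in all 17 libraries.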

The initial decision to produce two clusters was based on the observed PCA structure; however, we found that *k* = 3 produced optimal clusters, maximizing the cells’ average silhouette width. 

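On the deposited imputed values, the mean silhouette width of the deposited labels was 0.491 at k = 2, 0.290 at k = 3 and 0.244 at k = 4, computed from Euclidean distances between cells and not from the consensus of SC3. On log-normalized counts without imputation the same labels had widths of 0.0283, 0.00342 and 0.00193. Labels from k-means on the principal components of the imputed values matched the deposited ones in 385 of 589 cells at k = 3 and in 462 at k = 4.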

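At k = 3, the deposited labels placed 165 cells in cluster 1, of which 124 were control cells and 41 E2-treated. Cluster 2 held 205 control cells and 1 E2-treated cell. Cluster 3 held 218 E2-treated cells and no control cell; 0 of 329 control cells allows a share of up to 0.912%, for counting error only. K-means drew the border between clusters 2 and 3 elsewhere, with 146 and 281 cells.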

Interestingly, the E2-unresponsive cluster was retained (Cluster 1), while the E2-responsive cluster was split into two clusters of almost exclusively control (Cluster 2) or E2-treated (Cluster 3) cells (**Fig 2D and 2E**). A total of 189 genes were differentially expressed between the two condition-specific clusters (Clusters 2 and 3) (**Table in S3 Table**). 

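Sums per library over the 205 control cells of cluster 2 in 10 libraries and the 218 E2-treated cells of cluster 3 in 9 libraries were compared, without the 1 E2-treated cell of cluster 2. edgeR called 139 of 10262 genes, 87 higher in cluster 3 and 52 higher in cluster 2. DESeq2 called 239, and the other alternatives gave between 139 and 148. Since the border between these clusters was drawn from the expression of the same cells, responsive cells were also compared by treatment alone, where 141 of 10265 genes were called, 87 higher and 54 lower with E2. By the size of the change among genes whose means differed by more than the sum of their SDs, the highest with E2 were Greb1, Adcy2 (log2 fold change 7.15, SE 0.81), Adgrg6 (6.94, SE 0.83), Enpp2 and Ano4 (3.36, SE 0.58). The lowest were Thy1 (-2.78, SE 0.32), Tbc1d13 (-2.22, SE 0.51), Gngt2 (-2.13, SE 0.53), Mgp (-1.85, SE 0.27) and Tnfaip8 (-1.60, SE 0.33), and the highest adjusted p among them was 0.0362, for Gngt2.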

Control cells of the responsive cluster (Cluster 2) had higher expression of genes involved in wound healing, aging, response to hypoxia, negative regulation of *Notch* signalling, and NOD-like receptor signalling. 

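Of 30 genes known to rise in hypoxia, 24 were in the fit of responsive cells, 1 called lower with E2 and none higher. Their median log2 fold change with E2 was -0.01 and their mean -0.09 (camera adjusted p = 0.288, fry adjusted p = 0.257 over 14 lists), so the list as a whole did not differ between the conditions at this depth.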

E2-treated cells (Cluster 3) had an up-regulation in genes involved in metabolic, *PI3K-Akt*, *VEGF*, and *Rap1* signaling pathways (**Fig 2F**) (**Table in S4 Table**).

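Metabolic genes were examined with the same lists. The TCA cycle enzymes had a median log2 fold change of 0.30 with E2 in responsive cells, and 13 of 17 were higher (camera adjusted p = 0.00983, fry adjusted p = 0.00649), while none was called on its own. With an estimated correlation the adjusted p was 0.0636. Genes of the respiratory chain had a median of 0.09 over 89 genes, 64 of them higher (camera adjusted p = 0.271). Kegg and GO terms were not tested here.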

### Distinct cell populations *in vitro*

To confirm that the clustering patterns identified in the scRNA-Seq data represented distinct populations of cells *in vitro*, we defined marker genes for each cluster (**Fig 3A; Table in S5 Table**). Protein expression encoded by the top marker genes *Ltbp2* (unresponsive cluster), *Ptgis* (control-specific cluster), and *Igfbp5* (E2-specific cluster) was assessed using IF **(Fig 3B; Figures in S5–S7 Figs**). LTBP2, a secreted protein, was detected in the cytoplasm and extracellular matrix surrounding control and E2-treated cells that had a flat, mesenchymal appearance (in contrast to the cobblestone, epithelial appearance of most OSE). PTGIS is an endoplasmic reticulum membrane protein that contributes to the “cellular response to hypoxia” ontology term in control cells (**Fig 2F**). It was modestly expressed in all cells, with a typically perinuclear localization. Expression was highest in control OSE cells where PTGIS was detectable throughout the cell cytoplasm. IGFBP5 was mostly absent in control OSE, but was predominant in E2-treated OSE. These results support the existence of 3 populations of cells in the *in vitro* model of E2-induced dysplasia, as predicted by PCA, where high expression of PTGIS and IGFBP5 are observed in the majority of cells in control and E2-treated cultures, respectively. This also supports that both control and E2-treated cultures have a subpopulation of mesenchymal OSE cells that uniquely expresses LTBP2. 

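The Hallmark set of TGFB signalling was not used here. Of 30 genes known to be induced by TGFB, 20 were in the fit of cluster 1 against responsive cells, 5 called higher and 5 called lower in cluster 1. The median log2 fold change was 0.06 and the mean 0.53, and the tests pointed in opposite directions (camera up, adjusted p = 0.385; fry down, adjusted p = 0.452). Within the control libraries alone, the median was 0.50 and fry pointed up (adjusted p = 0.0215), and within the E2 libraries the median was -0.34 and fry pointed down (adjusted p = 0.102). By camera the list pointed up in both and was called in neither (adjusted p = 0.213 in control and 0.694 in E2). With an estimated correlation these values were 0.270 and 0.795.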

Consistent with this population being more mesenchymal, we found that the hallmark gene set “TGFB signalling” was dramatically higher in this cluster (*t*-test p = 1.17x10^-107^; **Figure in S8 Fig**).

**Fig 3:**
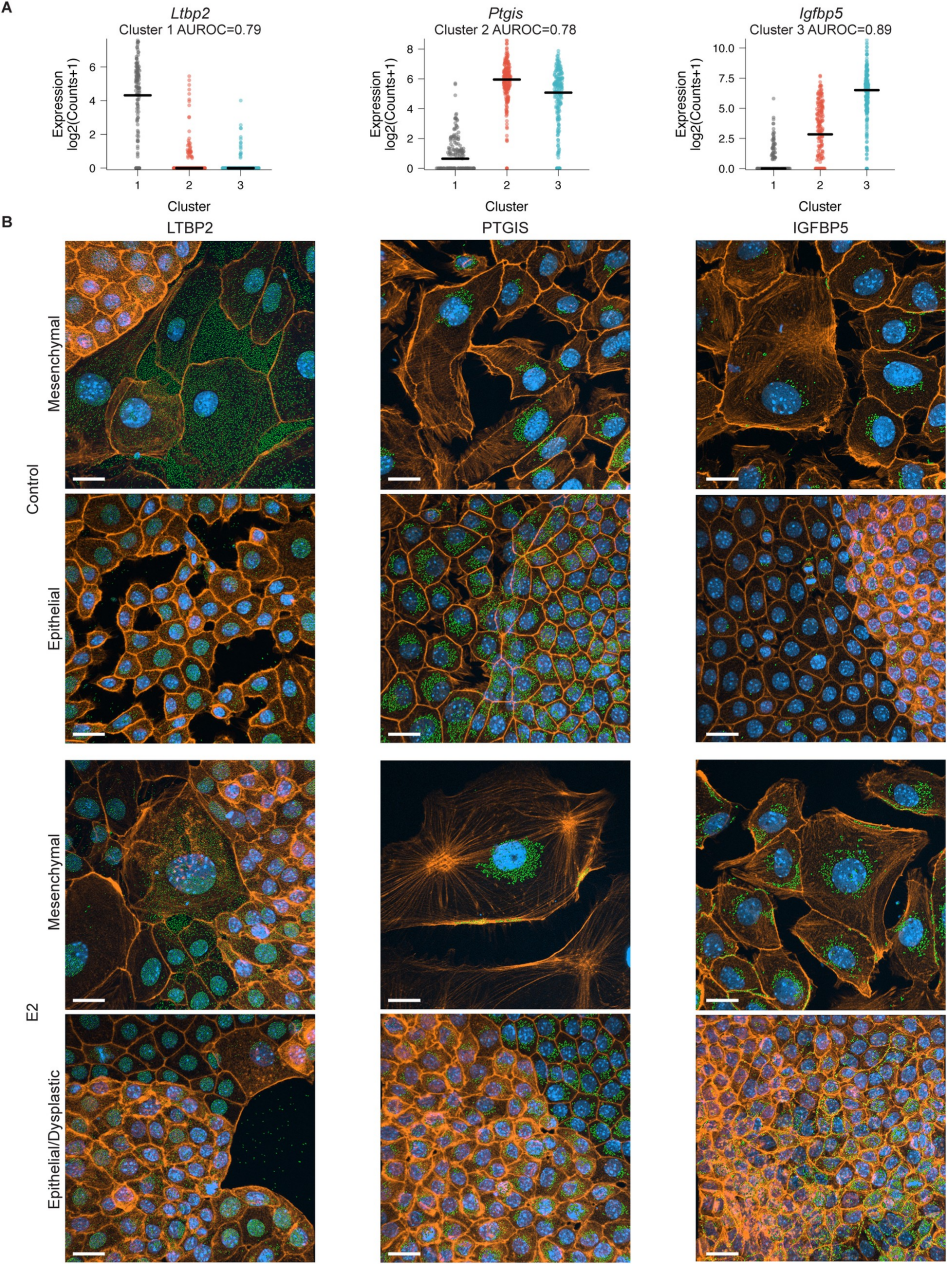
Cluster marker validation *in vitro* by IF. (A) Distribution of the logged counts of cluster markers *Ltbp2* (Cluster 1), *Ptgis* (Cluster 2), and *Igfbp5* (Cluster 3) for cells across each cluster. Horizontal bar represents the median expression value and AUROC values are given to show the strength of each gene as a marker for the corresponding cluster. (B) Control and E2-treated OSE cells stained for LTBP2 (n = 9–10), PTGIS (n = 13), and IGFBP5 (n = 9–10) by IF. Green = marker, orange = Actin, blue = DAPI. Scale-bar = 20μm.

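AUROC values were computed over the 589 cells from log-normalized counts at k = 3, each cluster against all other cells, with an SD from 500 bootstrap samples of cells. Ltbp2 (chromosome 12 of GRCm38, 84783212 to 84876532) had an AUROC of 0.823 ± 0.0198 for cluster 1. It had a read in 70.3% of cluster 1 cells, 19.4% of cluster 2 and 7.80% of cluster 3. Ptgis (chromosome 2, 167191805 to 167240604) had an AUROC of 0.815 ± 0.0180 for cluster 2, with a read in 98.1% of its cells, but also in 85.8% of cluster 3 and 50.3% of cluster 1. Igfbp5 (chromosome 1, 72857932 to 72874884) had an AUROC of 0.892 ± 0.0133 for cluster 3, with a read in 95.9% of its cells, 69.9% of cluster 2 and 30.3% of cluster 1. Imputed values in place of counts raised all of them, most for Ltbp2. In sums per library, Ptgis was at 335 ± 100.2 CPM (SD, n = 9) in E2-treated cells of cluster 3 and 601 ± 98.9 CPM (SD, n = 10) in control cells of cluster 2 (log2 fold change -0.84, SE 0.16, edgeR, adjusted p = 0.00334). Igfbp5 was at 1035 ± 374 CPM in cluster 3 and 167 ± 66.7 CPM in cluster 2 (log2 fold change 2.63, SE 0.23, adjusted p = 1.46e-08). The clusters were drawn from these cells, so the values describe the separation and do not test it.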

To determine if these subpopulations are found *in vivo*, ovaries from mice treated with exogenous E2 were evaluated by IHC with these same markers **(Fig 4)**. E2-treated mice had significant areas of columnar and stratified OSE, as previously reported [3,4], and these cells had faint or absent LTBP2 and PTGIS expression, but strong punctate apical staining of IGFBP5. Placebo mice remain subject to endogenous estrus cycle activity and some areas of columnar OSE were observable, but the majority of OSE were squamous to cuboidal. PTGIS and LTBP2 were present at varying levels in the squamous to cuboidal cells, while IGFBP5 was consistently faint. These findings are largely consistent with the expression patterns predicted from the scRNA-Seq and IF data.

**Fig 4:**
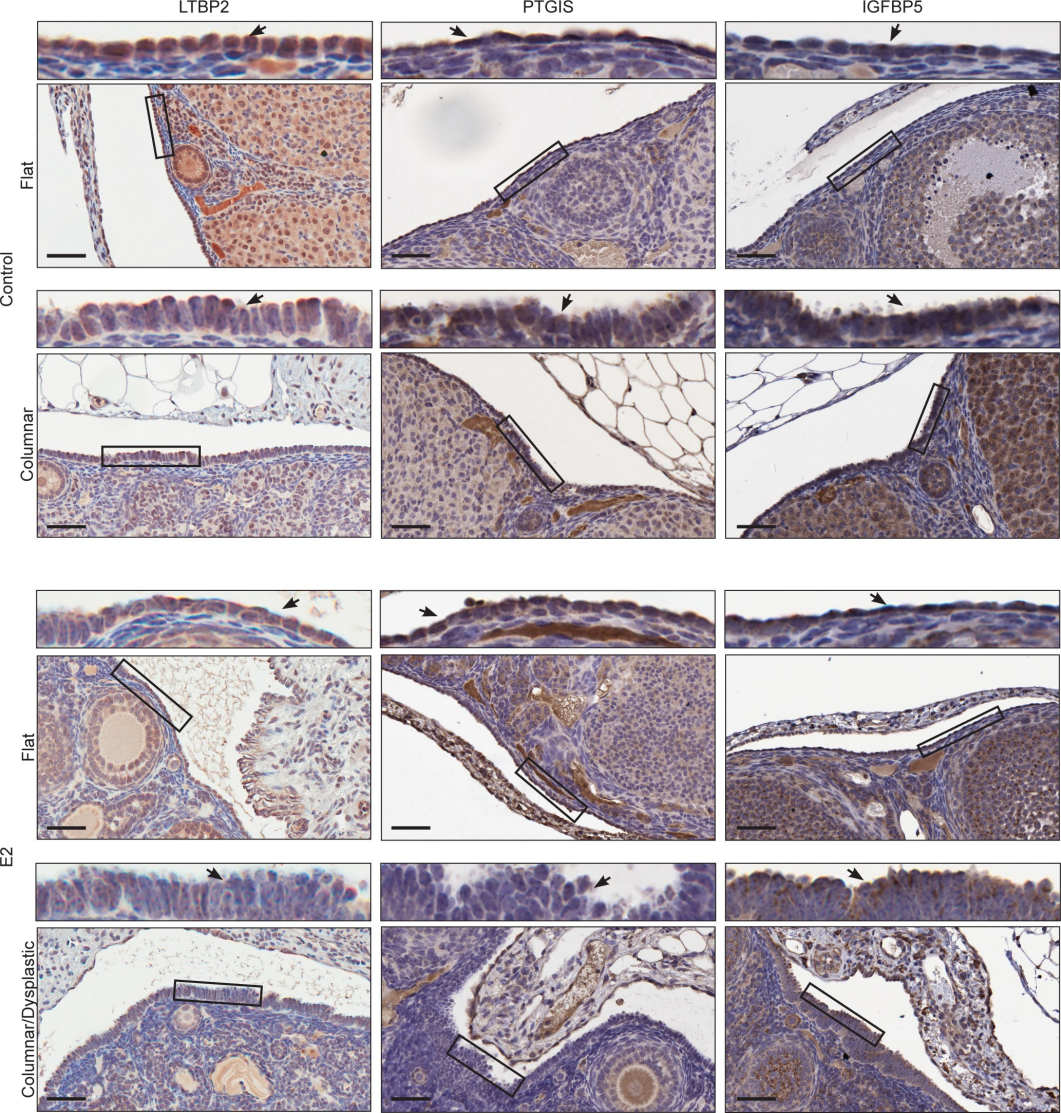
Cluster marker validation *in vivo* by IHC. IHC staining of ovaries from placebo and E2-treated mice for LTBP2 (placebo n = 3; E2 n = 5), PTGIS (placebo n = 5; E2 n = 5), and IGFBP5 (placebo n = 5; E2 n = 5). For each image, a higher magnification view of the OSE is provided above. Scale-bar = 50μm. See supplementary (**Figure in S9 Fig**) for IHC “no primary” controls.

### Pseudotime analysis reveals phenotypic divergence

The formation of dysplastic regions is an asynchronous process: following E2 exposure, we observed both non-confluent monolayers and variably-sized foci of dysplastic cells. Therefore, we hypothesized that sampling cells for scRNA-Seq at a single time point would capture cells at various stages of foci formation, allowing us to use pseudotime analysis to reconstruct the trajectory of transcriptional changes that occur throughout the process. 

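The spread of cells between cluster 1 and the responsive cells was examined on counts without imputation, with each cell thinned to 20000 reads. For each cell, the reads from the 50 genes highest in cluster 1 were taken as a share of those from these genes and the 50 lowest, with genes chosen in the libraries of odd column number for the cells of even number, and the reverse. The median of this share was 10.4% in responsive cells and 77.6% in cluster 1 cells. Of 589 cells, 6 (1.02%, exact 95% interval 0.375 to 2.20%) lay in the middle of 3 equal parts between these medians, from 32.8 to 55.2%. On PC1 of the imputed values, 11 cells (1.87%, exact interval 0.936 to 3.32%) lay in the middle part.

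**Figure D2:**
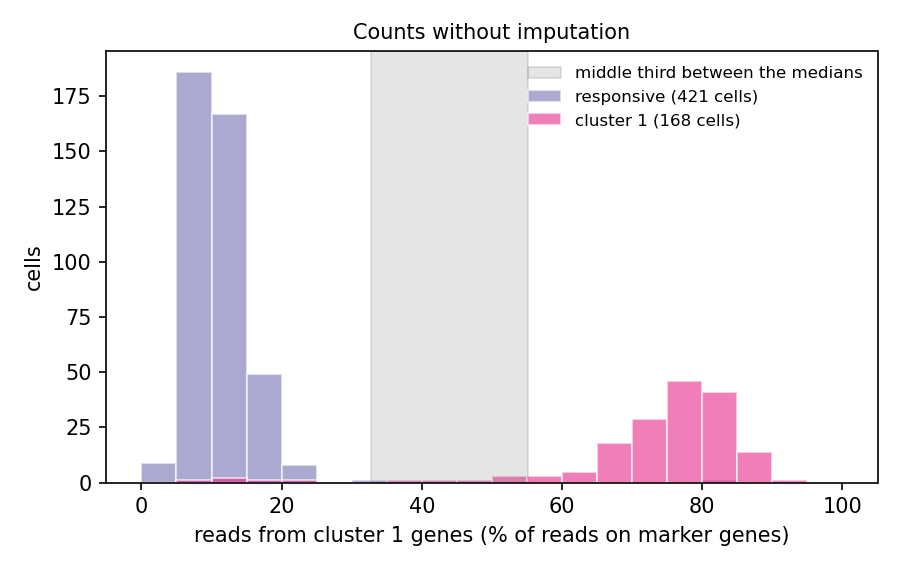
Number of cells (vertical axis) by the share of reads that come from cluster 1 genes, in percent of the reads on genes of both directions (horizontal axis, bins of 5), for 421 responsive and 168 cluster 1 cells. The shaded middle part between the medians holds 6 cells, all of cluster 1, and the groups lie on either side of it apart from 5 cluster 1 cells below and 1 responsive cell above.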

The continuous distribution of cells along the principal components, rather than discrete clustering, supports this hypothesis.

We used monocle [9] to construct a transcriptional trajectory of all the cells, naive to the condition that the cells came from. This trajectory was characterized by a branch common to cells from both conditions (representing the E2-unresponsive cluster) that diverges from a branch point into two condition-specific branches (**Fig 5A**). This can be interpreted as a linear trajectory for each condition, where depending on whether the cells had been exposed to E2, the trajectory diverges into a different state space. 

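The deposited metadata place the cells in 7 trajectory states. State 1, the common branch, held 148 control and 41 E2-treated cells, and 167 of the 168 cluster 1 cells lay in it with 22 responsive cells. States 2, 3 and 7 held 160 control and 4 E2-treated cells. States 4, 5 and 6 held 215 E2-treated and 21 control cells, all of these control cells in state 4. The states were assigned to the control and the E2 branch here after these numbers had been seen, since the metadata do not name the branches.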

If the columnar and stratified states were separate “lineages” arising from a common precursor cell, we would expect a branched pattern in the trajectory of E2-treated cells, and if they arose from two distinct cell populations, we would expect two disconnected trajectories in E2-treated cells. Given that cells form a connected trajectory, and that each culture condition’s trajectory seems linear, this data supports the hypothesis that the columnar and stratified phenotypes represent different stages of OSE cell dysplasia along a common transcriptional path. Additionally, the trajectory connects the E2-unresponsive population with the responsive population, suggesting that cells can transition between these two states.

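Along the deposited pseudotime, E2-treated cells of cluster 3 had a median of 56.8 (38.6 to 61.5) and control cells of cluster 2 a median of 44.7 (24.5 to 50.3). Cluster 1 cells at k = 3 had medians of 2.41 (0 to 28.7) in E2-treated and 0.547 (0.00343 to 34.9) in control cells. The counts without imputation placed 5 cluster 1 cells below the middle part, at the level of responsive cells, and 1 responsive cell above it.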

**Fig 5:**
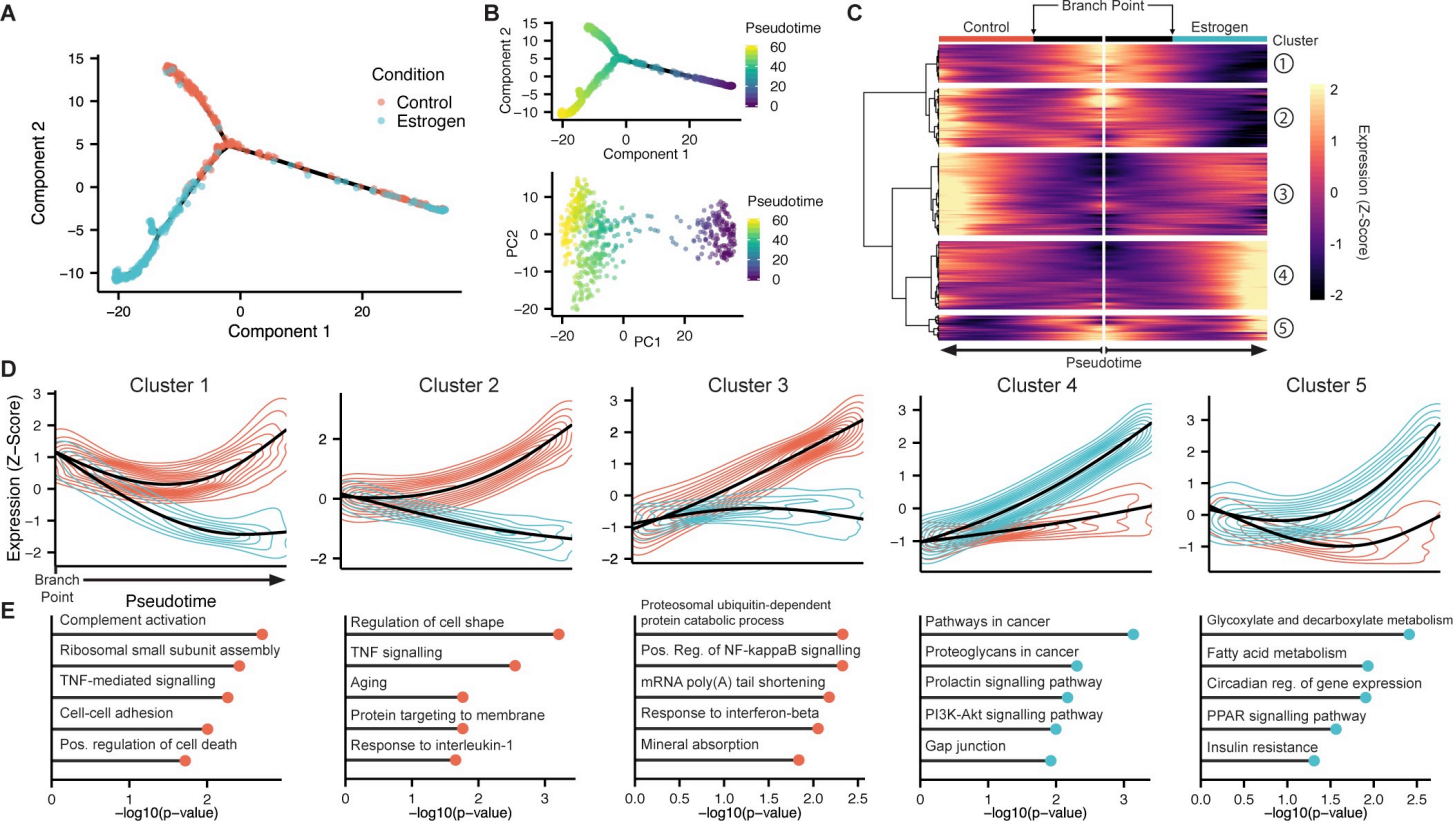
Trajectory analysis reveals phenotypic divergence of E2-treated cells. (A) Pseudotemporal trajectory of control and E2-treated OSE cells constructed by Monocle2. Data points are coloured by treatment. (B) The same trajectory (top) and PCA (bottom) coloured by the cells’ assigned pseudotime value. (C) Clustered heatmap of genes with branch-dependent gene expression as a function of pseudotime. The center of the heatmap represents the root cell (pseudotime = 0). Cells are ordered by increasing pseudotime value, diverging outwards from the heatmap’s center, corresponding to the two condition-specific trajectories. (D) Expression dynamics of genes from each cluster. The black line represents the average scaled (Z-score) expression values, which is surrounded by the two-dimensional kernel density estimate. Values are separated by branch (control-dominated branch: red; estrogen: blue). (E) Top KEGG Pathways and GO Terms (p-value < 0.05) associated with the genes of each cluster.

To characterize the divergent phenotypes in the trajectory, we used monocle [9] to pseudotemporally order the cells, ranking their distance along the trajectory from the cell of the E2-unresponsive branch farthest away from the branch point (**Fig 5B**). While pseudotime is often used to reconstruct temporal, albeit asynchronous processes, such as differentiation, we only use it here to define the relationship between cells along a phenotypic continuum. In this context, the defined root state is not meant to represent the starting point of a biological process, and unidirectionality is not assumed as cells transition through this continuum.

After assigning a pseudotime value to cells, we identified 693 genes with branch-dependent gene expression dynamics (**Fig 5C**; **Table in S6 Table**). Clustering of these genes based on their expression dynamics identified groups with common expression patterns (**Fig 5D**). 

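Imputed expression of each of 14299 genes was fitted on scaled pseudotime, branch and their interaction over the cells of the branches described by the states. The interaction coefficient of 759 genes lay more than 2 SD from the mean of all coefficients, 102 toward the E2 branch and 657 toward the control branch. A threshold of 3 SD moved this number most, to 188. With log-normalized counts in place of imputed values 857 genes passed, 340 of them among the 759, with 243 toward the E2 branch and 614 toward the control branch. With treatment in place of branch in responsive cells 774 passed, 192 toward E2 and 582 toward control. Over all cells, a model by treatment chosen after seeing the values, 720 passed, 291 toward E2 and 429 toward control. This is a description of cells, with no test between libraries. Over the first 1999 rows of the paper's Table S6, the coefficients here had a Pearson correlation of 0.746 with those of the table, across genes, which are not independent. It was 0.454 without imputation, 0.824 by treatment in responsive cells and 0.837 by treatment over all cells, the model chosen after seeing the values.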

We found that OSE cells cultured long-term in a steroid-free environment acquire more characteristics of cell stress as they diverge from the branch point. There is induction of genes associated with cell aging, inflammatory pathways, positive regulation of cell death, and other immunogenic signals for apoptosis and clearance (**Fig 5E; Table in S7 Table**). E2-treated cells show either no change or a decrease in these genes, but show increased expression of genes involved in metabolic activity, pathways in cancer, and proliferation via PI3K-Akt signaling (**Fig 5E**). Additionally, E2-treated cells show decreased expression of genes associated with regulating cell shape and cell-cell adhesion, which likely contributes to the development of dysplasia.

### The pseudotemporal trajectory models foci formation

While the characteristics of the transcriptional trajectory are consistent with the observed biology of the culture system, we sought to validate that the structure of the trajectory relates to foci formation in the E2-treated cells and cell stress in the control cells. To do this, senescence-associated β-galactosidase (SA-βGal) activity was used as a marker for stressed cells [15–17], which we have previously shown identifies stressed OSE cells in culture [4]. Phase contrast images of the same field of view were overlaid to track cell morphology (**Fig 6A**). KI67 staining was used as a marker for proliferating cells [18], and actin staining was used to track cell morphology and approximate cell height (**Fig 6B**). E2-unresponsive cells occupying the common branch were SA-βGal-negative and sometimes KI67-positive in both control and E2-treated cultures. Also common between control and E2-treated cultures were areas of sub-confluent OSE where cells in small epithelial rafts or cells on the periphery of larger rafts were cuboidal in morphology, SA-βGal-negative, and ~50% KI67-positive. These areas of proliferative and cuboidal OSE cells, seen in both control and E2-treated cultures, are likely cells that exist shortly before phenotypic divergence. As the rafts become larger and more confluent, the divergence predicted by trajectory analysis becomes apparent. Confluent control cells remain similar in height to sub-confluent cells and remain SA-βGal-negative but become less KI67-positive. The final phenotype observed in control cultures, and presumably the last stage in the control-dominant branch of the trajectory, was SA-βGal-positive cells that remain mostly KI67-negative and have become enlarged and flattened in morphology, characteristic of senescent cells [19]. In contrast, E2-treated cells remain proliferative at confluence and either progressively assume a columnar morphology (as demonstrated with increased cell height) or become stratified. Consistent with the few E2-treated OSE cells existing in the control branch of the trajectory, some areas of SA-βGal-positive cells are seen in E2-treated cultures, but SA-βGal-negative columnar and stratified cells are the predominant phenotype.

**Fig 6:**
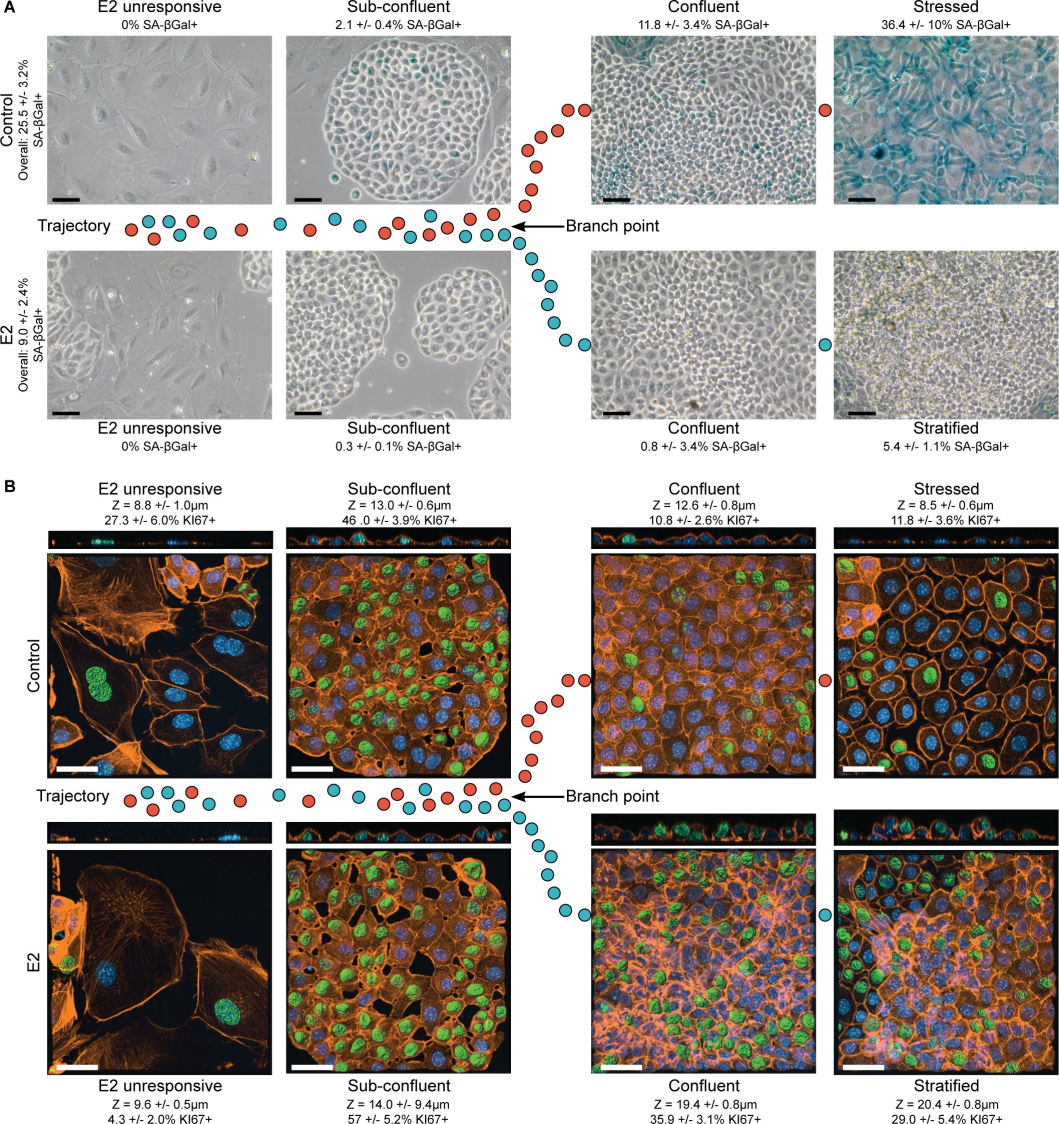
E2 promotes survival and proliferation. Control and E2-treated OSE cells stained for SA-βgal (A) and KI67 by IF (B). (A) Overall %SA-βgal, n = 7 using 4x objective; %SA-βgal/morphology, n = 6–7 using 40x objective. Scale-bar = 50μm. Representative images shown is a result of phase-contrast overlaid with bright-field. (B) Green = KI67, orange = Actin, blue = DAPI. %KI67+ = KI67+nuclei/DAPI; n = 6. Z = cell height; n = 5–6. Scale-bar = 30μm. Representative images display z-stack maximal intensity projections of Actin and DAPI channels merged with KI67 surface rendering. Axial view of field is also shown. (A-B) mean+/-S.E.M.

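Greb1, on the reverse strand of chromosome 12 of GRCm38 from 16670615 to 16800886, was followed in responsive cells summed per library. Its level was 33.9 ± 15.8 CPM (SD, n = 9) in E2 libraries, and 0.0336 ± 0.106 CPM (SD, n = 10) in control libraries. The 9 E2 libraries held 899 reads, and the 10 control libraries held 1 read, in 1 library. Relative to all reads of these cells, the ratio was 1021 (exact 95% interval 183 to 40388, for counting error only). The fitted log2 fold change, 8.78 (SE 0.67, edgeR, adjusted p = 1.56e-09), depends on how a near absence of reads is handled and is no bound. By its interaction coefficient, Greb1 ranked 74 of 14299 genes from the E2 end, 2.15 SD above the mean. By treatment in responsive cells it ranked 186 (2.01 SD), and without imputation it ranked 1425 (1.03 SD) and did not pass 2 SD.

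**Figure D3:**
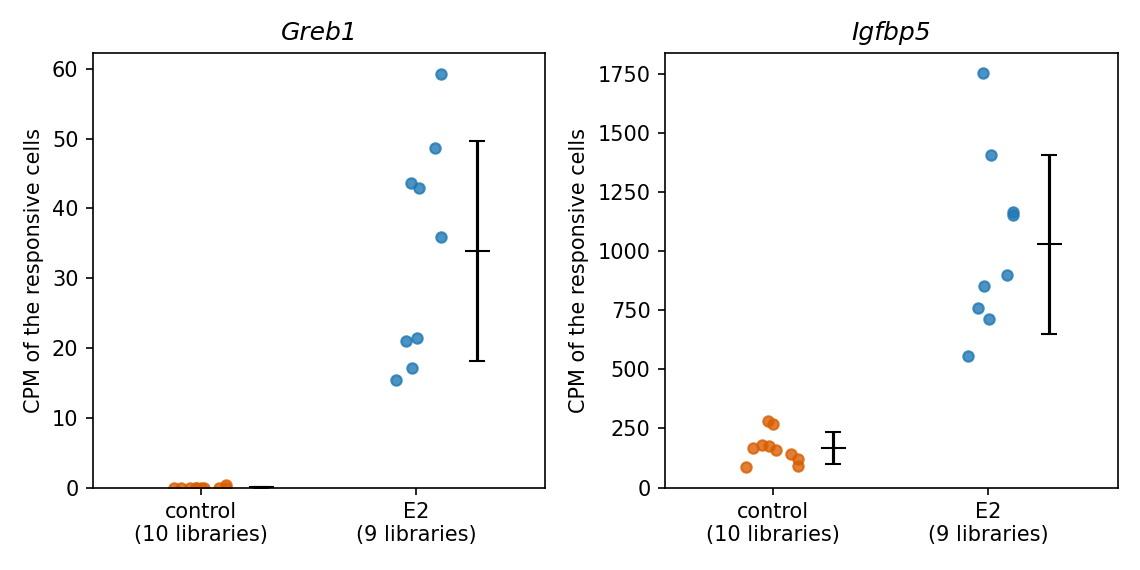
Level of Greb1 (left) and Igfbp5 (right) in the responsive cells of each library, in CPM. Each point is 1 of 10 control libraries or 9 E2 libraries and the bars give the mean and SD; Greb1 lies at 0 in 9 control libraries and between 15.4 and 59.3 CPM in E2 libraries, and Igfbp5 between 85.6 and 283 CPM in control and between 557 and 1754 CPM in E2 libraries.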

When exploring the expression patterns of all genes from the “Early estrogen signalling” gene set, we noted that, of all genes, *Greb1* had the most strikingly exclusive expression within the branch putatively associated E2-induced foci. *GREB1* is a known E2-responsive gene that we have previously shown to be over-expressed in human ovarian cancer relative to healthy human OSE and is known to promote cancer progression [20,21]. 

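A read of Greb1 was found in 48 of 260 E2-treated cells, a share of 18.5% (exact 95% interval 13.9 to 23.7%), and in 1 of 329 control cells. Past the common branch it was found in 47 of 219 E2-treated cells (21.5%), and in the common branch in 1 of 41. By trajectory state, it was found in 11 of 43 E2-treated cells of state 4, 31 of 151 of state 5 and 5 of 21 of state 6, shares of 25.6%, 20.5% and 23.8% whose exact intervals overlap. Averaged over libraries, 18.5% ± 8.43 (SD, n = 9) of E2-treated and 0.294% ± 0.930 (SD, n = 10) of control cells had a read (exact permutation p = 2.17e-05, the smallest that 10 libraries against 9 allow; adjusted p = 0.000162 over 15 tests). At 20000 reads per cell the share in E2-treated cells was 12.7%, and 0 of 329 control cells had a read, which allows a share of up to 0.912%.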

In the trajectory, *Greb1* was only present in E2-treated cells beyond the branch point and was detected in only 37% of E2-treated cells (**Fig 7A**). IF staining of OSE cultures demonstrate that all control cells are GREB1-negative and GREB1 is only present in E2-induced stratified OSE **(Fig 7B**). Together, these data suggest that the modelled trajectory represents the process of E2-induced foci formation where E2-treated cells first become columnar then progress into stratified OSE that are uniquely GREB1-positive. To further validate that the trajectory is representative of foci formation *in vivo*, we stained ovaries and oviducts of E2-treated mice and found increased expression of GREB1 in both stratified OSE and FTE (**Fig 7C**). If, in humans, similar dysplastic populations give rise to ovarian tumours, a similar gene expression pattern may be expected. We stained 40 human ovarian tumour samples and found detectable GREB1 in 75–85% of each of the various histological subtypes (**Fig 7D**).

**Fig 7:**
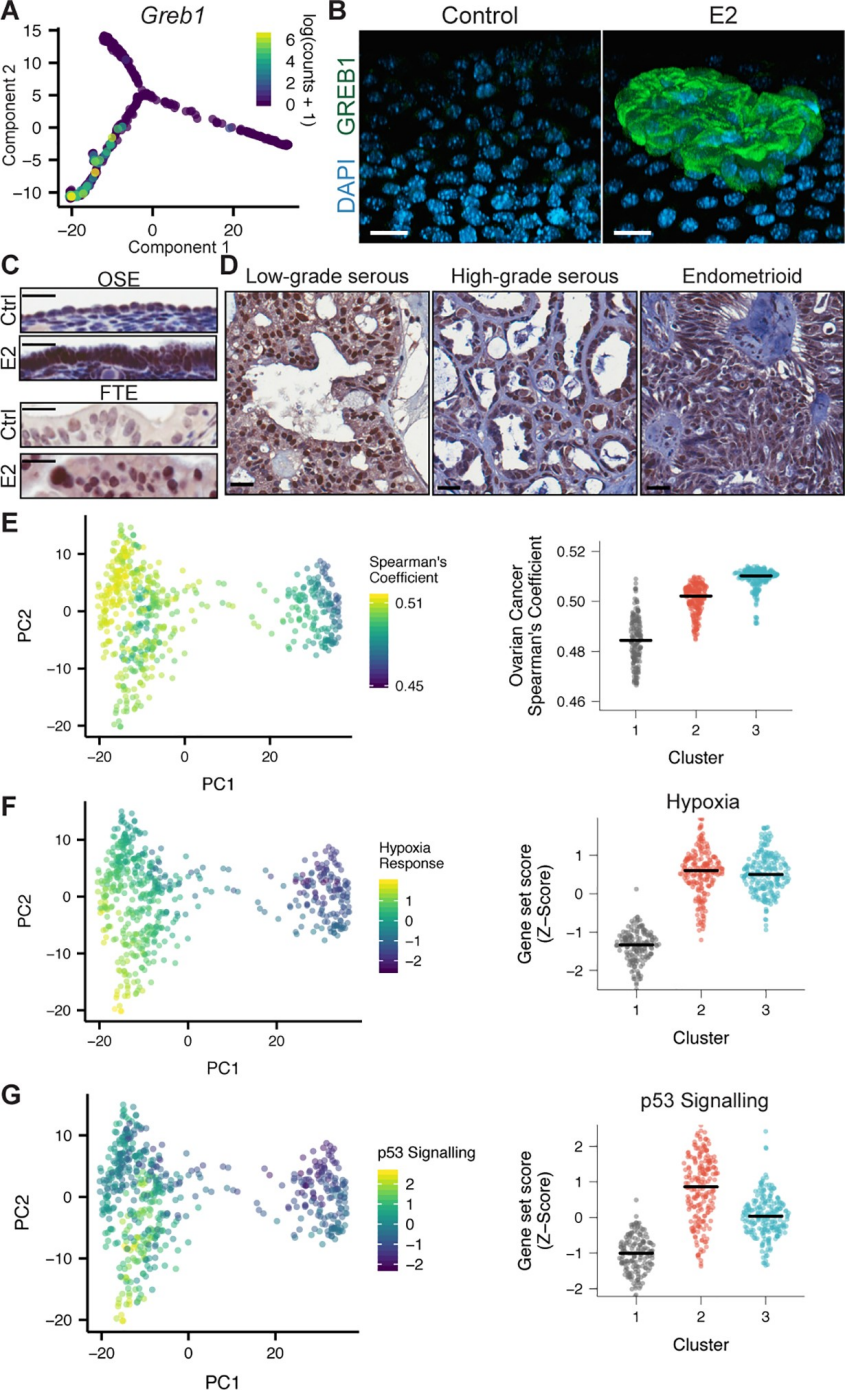
Prolonged E2 exposure leads to up-regulation of GREB1 in stratified OSE cells. (A) Trajectory of OSE cells, coloured by the logged *Greb1* counts. (B) Control and E2-treated OSE cells stained for GREB1 by IF. Scale-bar = 15μm. Representative images display z-stack maximal intensity projections of GREB1 and DAPI channels rotated 45° along Y-axis to best display image in XYZ dimension. n = 6–8. (C) IHC staining of GREB1 in the OSE and FTE from placebo and E2-treated mice (OSE: n = 4; FTE: n = 3) and three subtypes of human ovarian cancer (D): low-grade serous (n = 4), high-grade serous (n = 16), and endometrioid (n = 20). Scale-bar = 25μm. (E) Left: PCA plot of scRNA-seq data with each cell coloured by its Spearman’s correlation coefficient with human ovarian cancer cells from a high-grade serous ovarian tumour [22]. Right: The distribution of correlation values across the three clusters. Horizontal bars represent the median value for each cluster. (F,G) Left: PCA plot of scRNA-seq data with each cell coloured by “Hypoxia” (F) and “p53 Signalling” (G) gene set scores. Right: The distribution of gene set scores across the three clusters. Horizontal bars represent the median value for each cluster.

Assessing a more general similarity to human disease, we also constructed a representative expression profile of human ovarian cancer cells by averaging the expression values from a recent scRNA-seq study of a human high-grade serous ovarian tumour [22] and correlated this profile with each cell in our study. This revealed that as cells form foci, their expression profile becomes more similar to human ovarian cancer cells (**Fig 7E**). Also, while E2-treated foci and confluent control cells both display a hypoxia response expression signature (**Fig 7F**), E2-treated cells fail to activate p53 signalling (**Fig 7G**). This may contribute to their sustained proliferation and could also drive genetic instability. 

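Neither Hallmark set was used here. Of 30 targets of p53, 27 were in the fit of responsive cells, and their median log2 fold change with E2 was -0.11, with 8 of them higher and none called (camera adjusted p = 0.271, fry adjusted p = 0.247). The hypoxia list was lower in cluster 1 than in responsive cells, with a median log2 fold change of -0.43 over 25 genes, 9 of them called lower and 1 higher (camera adjusted p = 0.00570, fry adjusted p = 8.50e-10; with an estimated correlation, 0.102). The p53 list had a median of 0.11 between the clusters over 28 genes (camera adjusted p = 0.372).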

Along with the activation of cancer-associated pathways as cells progress through this trajectory, these data support that the molecular profile of dysplastic regions may be consistent with pre-cancerous lesions in humans.

## Discussion

The OSE monolayer is well-documented as a heterogeneous population with multiple morphologies observable in both *in vitro* primary cultures and *in vivo* models [23]. Full appreciation of the heterogeneous nature of OSE cells was made possible using scRNA-Seq and, in doing so, we have resolved the asynchronous response to estrogen that OSE cells display, resulting in the formation of dysplastic lesions **(Fig 8)**.

**Fig 8:**
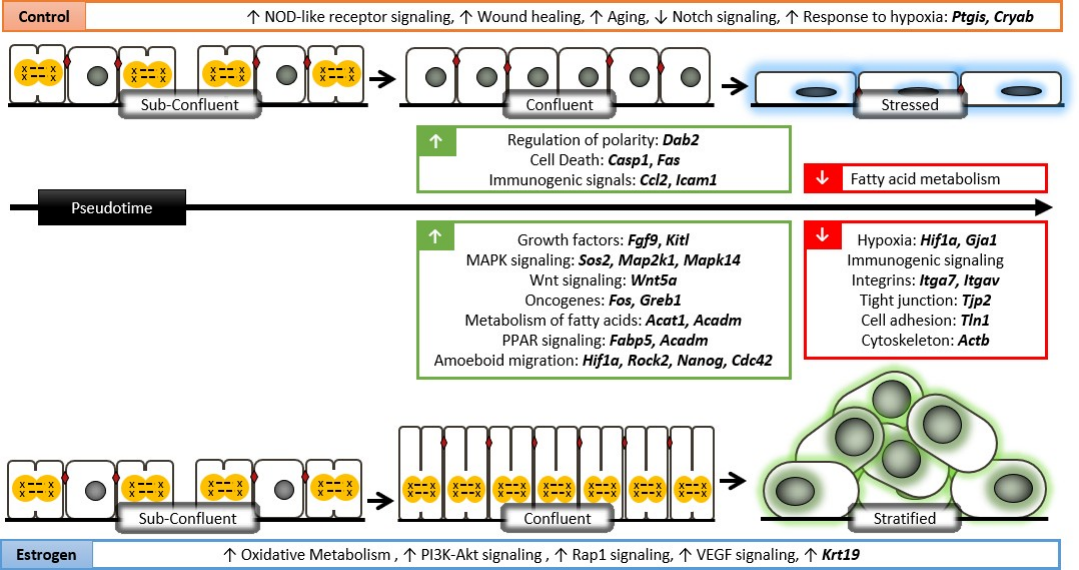
Molecular signaling mechanisms of estrogen-induced dysplasia in OSE. Sub-confluent cells from control and E2 cultures are phenotypically similar where they are proliferative and metabolically active. With increasing confluence, cell-cell adhesions form between control cells and proliferation is slowed due to contact inhibition mediated by regulators of polarity. Without E2, control cells become stressed with increasing confluence and upregulate genes associated with hypoxia, cell death, and inflammatory responses involving immune cell recruitment through the TNF signalling pathway. E2 treated cells suppress inflammatory immunogenic signals, overcome hypoxia via up-regulation of *Hif1a*, show up-regulation of growth factors, mediators of MAPK/Wnt/PI3K-Akt signaling, known oncogenes, and metabolism. With persistent proliferation, columnar cells are first observed to maximally accommodate proliferative cells in an already confluent monolayer. While *Krt19* is consistently higher in E2 treated OSE cells, these cells show loss of epithelial architecture and upregulate key genes involved in amoeboid migration to detach from the ECM and move through dense hypoxic conditions.

In the *in vitro* model of E2-induced OSE dysplasia, where control and E2-treated OSE cells are expanded in culture over 15 days, we propose that sub-confluent cells from both cultures are phenotypically similar where they are proliferative, metabolically active, and cuboidal. With increasing confluence, cell-cell adhesions form between control cells and proliferation is slowed due to contact inhibition mediated by regulators of polarity, such as *Dab2* [4]. 

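Dab2 was at 298 ± 99.7 CPM (SD, n = 9 libraries) in responsive E2-treated cells and 348 ± 54.2 CPM (SD, n = 10) in responsive control cells. This log2 fold change of -0.22 (SE 0.15) was within the spread between libraries (edgeR, adjusted p = 0.732).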

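In responsive cells summed per library, Cryab was at 304 ± 74.0 CPM (SD, n = 10) in control and 152 ± 52.1 CPM (SD, n = 9) in E2 (SE of the log2 fold change 0.19, edgeR, adjusted p = 0.00299). Casp1 was at 261 ± 45.8 and 146 ± 50.5 CPM (log2 fold change -0.83, SE 0.18, adjusted p = 0.0135). Ptgis changed with E2 by a log2 fold change of -0.83 (SE 0.16, adjusted p = 0.00523) by treatment alone. Fas (-1.07, SE 0.52, adjusted p = 0.505), Ccl2 (-0.48, SE 0.25, adjusted p = 0.561) and Icam1 (-0.67, SE 0.22, adjusted p = 0.182) were also lower with E2 and did not pass the threshold. In the branch model, the coefficient of Ccl2 was past 2 SD toward the control branch (-4.02 SD, and -2.06 SD without imputation). All 6 of these genes were lower with E2, and 4 passed when adjusted over the list alone, a list that the study chose on these samples.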

Without E2, control cells become stressed with increasing confluence and upregulate genes associated with hypoxia (*Ptgis*, *Cryab* [24]), cell death (*Casp1*, *Fas* [25]), and inflammatory responses involving immune cell recruitment through the TNF signalling pathway (*Ccl2*, *Icam1*) [26,27]. 

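Hif1a was at 175 ± 80.5 CPM (SD, n = 9) in responsive E2-treated cells and 138 ± 27.3 CPM (SD, n = 10) in responsive control cells, a log2 fold change of 0.35 (SE 0.20) within the spread between libraries (edgeR, adjusted p = 0.633). Gja1 was at 395 ± 135 and 245 ± 44.7 CPM, a log2 fold change of 0.69 (SE 0.17) that was called (adjusted p = 0.0322). With each cell thinned to 20000 reads, Gja1 had a log2 fold change of 0.56 and was not called (adjusted p = 0.102), and the adjusted p over the other alternatives was 0.00517 to 0.0495.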

E2-treated cells appear to overcome hypoxia via up-regulation of E2-responsive *Hif1a* [28] and *Connexin 43* (*Gja1*) [29,30]. Inflammatory immunogenic signals were suppressed in E2-treated cells, suggesting that E2 may contribute to an immune-restricted microenvironment, allowing pre-neoplastic lesions to develop and evade immune surveillance [31]. In addition to bypassing stress and apoptosis, E2-treated cells show up-regulation of growth factors (*Fgf9*, *Kitl*), mediators of MAPK signaling (*Map2k1*, *Mapk14*), Wnt signaling (*Wnt5a*), PI3K-Akt signaling, and *Fos* (a known E2-responsive oncogenic driver of proliferation and differentiation [32,33]). This increased proliferation is likely sustained by increased metabolism, where E2-treated OSE activate PPAR signaling to promote fatty acid oxidation and mitochondrial enzymes (*Acat1*, *Acadm*) that can utilize these fatty acids in the Krebs cycle [12].

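Of the genes named, Fgf9 rose with E2 in responsive cells from 46.4 ± 21.0 CPM (SD, n = 10) to 160 ± 99.1 CPM (SD, n = 9), a log2 fold change of 1.79 (SE 0.31, edgeR, adjusted p = 0.000980). Kitl (1.16, SE 0.28, adjusted p = 0.0297), Map2k1 (1.07, SE 0.24, adjusted p = 0.0151) and Fos (0.69, SE 0.15, adjusted p = 0.00870) were called too. Fos was at 1641 ± 419 CPM with E2 and 1014 ± 223 CPM in control. Mapk14 (0.47, SE 0.29, adjusted p = 0.659) and Wnt5a (0.85, SE 0.46, adjusted p = 0.592) were not called. Over all 20 genes that the paper names as higher with E2, 19 were higher, 13 of them called over all genes tested and 16 when adjusted over the list alone, which the study chose on these samples.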

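Acat1 was at 167 ± 110 CPM (SD, n = 9) in responsive E2-treated cells and 109 ± 29.2 CPM (SD, n = 10) in control cells (log2 fold change 0.62, SE 0.24, edgeR, adjusted p = 0.343). Acadm was at 87.8 ± 60.1 and 45.8 ± 21.4 CPM (log2 fold change 0.94, SE 0.34, adjusted p = 0.270). Neither was called in any of the 7 settings of the library sums. The means rose, but the SD of the E2 libraries was larger than the difference.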

*Krt19* was consistently higher in E2-treated OSE cells in all analyses performed. 

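Krt19 (chromosome 11 of GRCm38, 100140810 to 100148665) was at 603 ± 87.2 CPM (SD, n = 9) in responsive E2-treated cells and 393 ± 76.7 CPM (SD, n = 10) in responsive control cells, a log2 fold change of 0.62 (SE 0.13, edgeR, adjusted p = 0.00973). The lowest E2 library stood apart at 408 CPM. Over all cells, Krt19 was at 530 ± 71.1 and 269 ± 68.6 CPM (log2 fold change 0.98, SE 0.14, adjusted p = 0.000119). Within cluster 1 its levels were 23.0 ± 35.1 CPM (SD, n = 7) and 27.9 ± 35.2 CPM (SD, n = 10), which did not differ (log2 fold change -0.30, SE 1.01, adjusted p = 0.986). The difference between these changes was not called (interaction -1.04, SE 0.82, adjusted p = 0.723).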

While this suggests that E2 promotes epithelial differentiation, components necessary for proper monolayer formation such as integrin (*Itga7*, *Itgav*), tight junction (*Tjp2)*, cell adhesion (*Tln1*), cytoskeleton (*Actb*) genes were all decreased in E2-treated cells. 

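In responsive cells, Actb was at 1730 ± 209 CPM (SD, n = 9) with E2 and 2358 ± 219 CPM (SD, n = 10) in control, with an adjusted p of 0.00973 (edgeR) but a log2 fold change of -0.45 (SE 0.09), short of the fold change threshold. Itgav had a log2 fold change of -0.52 (SE 0.20, adjusted p = 0.316), Tln1 of -0.35 (SE 0.18, adjusted p = 0.574) and Itga7 of -1.53 (SE 0.59, adjusted p = 0.332). Each of these 4 genes was lower with E2, and none was called in the 7 settings of the library sums (6 for Itga7), edgeR, DESeq2 and limma-voom among them. In the branch model, Itgav, Itga7 and Actb had coefficients of -3.39, -2.80 and -2.67 SD from the mean, past 2 SD toward the control branch. Without imputation Itga7 alone of these 3 passed (-3.30).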

By confocal microscopy, E2-induced columnar cells observed in confluent areas consistently outnumber confluent control cells in a given field of view, suggesting that increased cell height maximally accommodates proliferative cells in an already confluent monolayer while still allowing attachment to the basement membrane. 

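Cdc42 was at 430 ± 222 CPM (SD, n = 9) in responsive E2-treated cells and 228 ± 50.8 CPM (SD, n = 10) in control cells, a log2 fold change of 0.91 (SE 0.20) that was called (edgeR, adjusted p = 0.0125). Rock2 was at 199 ± 41.1 and 128 ± 33.9 CPM (log2 fold change 0.64, SE 0.17, adjusted p = 0.0517), just above the threshold, and 4 of 7 settings called it. Nanog was at 108 ± 58.0 CPM with E2 and 122 ± 34.3 CPM in control (log2 fold change -0.17, SE 0.27, adjusted p = 0.922), a difference within the spread between libraries. In the branch model, the coefficient of Nanog lay 2.53 SD from the mean toward the E2 branch, and 1.03 SD without imputation.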

With increased proliferation associated with progressive loss of epithelial architecture, E2-treated cells also upregulate key genes involved in amoeboid migration (*Rock2* [34], *Nanog* [35], *Cdc42* [36]). This phenotype can be driven by *Hif1a* [37] and has been shown to be the preferred mode of migration of epithelial cancer cells to detach from the ECM and move through dense hypoxic conditions, providing a possible explanation for OSE stratification.

Given the lack of strategies for early detection of ovarian cancer and consequent poor patient prognosis, investigating genes upregulated throughout E2-induced dysplasia formation may inform development of diagnostic and prognostic markers for E2-driven and -responsive tumours. *Igfbp5* [38–40], *Enpp2* [41], *Ctsh* [42,43], *Lpl* [44,45], and *Tacc1* [46–48] are the top five genes correlated with the E2 branch in pseudotime and all are currently under investigation as cancer biomarkers. 

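By interaction coefficient of the branch model, Igfbp5 ranked 1 of 14299 genes, Enpp2 2, Lpl 4, Tacc1 6 and Ctsh 11, with Tmem255a and Cd320 at 3 and 5. Without imputation the 5 named genes ranked 128, 13, 235, 32 and 1702 in that order, and Ctsh did not pass 2 SD. In responsive cells summed per library, all of the named genes rose with E2. Igfbp5 was at 1029 ± 379 CPM (SD, n = 9) with E2 and 168 ± 66.5 CPM (SD, n = 10) in control (edgeR, adjusted p = 1.70e-08). Enpp2 (chromosome 15 of GRCm38, 54838901 to 54952892) was at 436 ± 265 and 38.3 ± 46.0 CPM (log2 fold change 3.50, SE 0.61, adjusted p = 0.00107). Ctsh (chromosome 9, 90054152 to 90076089) was at 505 ± 90.8 and 101 ± 31.0 CPM (log2 fold change 2.32, SE 0.17, adjusted p = 7.58e-10). Lpl was at 1129 ± 172 and 273 ± 70.7 CPM (log2 fold change 2.05, SE 0.15), and Tacc1 at 312 ± 57.1 and 80.7 ± 19.8 CPM (log2 fold change 1.95, SE 0.16).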

Preliminary studies in various human pathologies have demonstrated that IGFBP5 [49], ENPP2 [50], ENPP2 metabolites [44] and LPL [44] are secreted factors detectable in serum. Given that they are up-regulated in pre-neoplastic cells, these are strong candidates to be investigated as markers for the early detection of ovarian cancer. *Greb1* stands out because it is a known E2-responsive gene in breast and ovarian cancer that drives tumour progression [20], and it is currently being investigated as an alternative prognosis marker for tamoxifen treatment [51]. *Greb1* has previously been shown to be E2-inducible in normal mouse FTE [7] and our present finding is the first to show E2 induction of GREB1 in OSE, where it is uniquely expressed in dysplastic cells after prolonged E2 exposure. Given that GREB1 expression is highest in dysplastic OSE and FTE, this suggests that GREB1 may play a role in the initiation of tumour formation in both cell types.

In this study, scRNA-Seq was used to provide a global mechanistic explanation for how prolonged E2-exposure can lead to OSE dysplasia and increased susceptibility to transformation, and to reveal potential biomarkers for early detection. Currently, the data remains largely correlative and additional biological assays are required to validate the model and delineate correlation from causation. Nevertheless, this study is the first in the field of ovarian cancer to explore the initiating events in the transformation of ovarian epithelial cells at single-cell resolution. It provides a solid foundation for supporting current hypotheses and a framework for developing new strategies for ovarian cancer prevention and early detection.

## Materials and methods

### Ethics statement

Experiments involving mice were performed according to the Canadian Council on Animal Care Guidelines for the Care and Use of Animals on a protocol approved by the University of Ottawa Animal Care Committee. Mice in this study were euthanized using CO2. Tissue microarray of human ovarian cancers was obtained from the Cooperative Human Tissue Network (University of Virginia, U.S.A.).

### Mice and E2 pellet implant

Exogenous E2 was delivered to FVB/N mice and their tissue was collected as previously described (n = 5/treatment) [4].

### Primary isolations of mouse OSE, maintenance in culture, and E2 treatment

OSE cells were isolated from mouse ovaries, maintained, and treated with E2 as previously described [4,52]. OSE were maintained at 37°C in OSE media that consists of α-MEM media (Corning) with 5% fetal bovine serum, 2ng/mL epidermal growth factor (Sigma), and 0.01mg/mL insulin-transferrin-sodium selenite supplement (Roche). For E2 treatment of OSE, cells were seeded and allowed to normalize to hormone-free media consisting of 5% charcoal-stripped fetal bovine serum in phenol red-free DMEM-F12 media (Sigma) for 48 hours before treating with 100nM E2 (Sigma). An equivalent volume of 100% EtOH (vehicle) was added to control dishes for a final concentration of 0.0002% EtOH. Media was refreshed every 3–4 days and collected for single cell RNA-sequencing or immunofluorescent staining 15 days after E2 treatment. All control and E2-treated OSE cell experiments analyzed in this study are after 15 days in culture.

### Single-cell cDNA library preparation and sequencing

Cells were processed and sequencing libraries were prepared according to the Fluidigm C1 Single-Cell mRNA Seq HT IFC v2 protocol, using a medium (10–17μm) integrated fluidic circuit (IFC). For quality control, samples were stained with a LIVE/DEAD viability stain (ThermoFisher) and each capture site was visually inspected using an EVOS FL Cell Imaging System (ThermoFisher) to score the number and viability of cells in each capture site. Successful library tagmentation was assessed using the Advanced Analytical Fragment Analyzer and sample molarity was calculated using the average fragment size. Samples were pooled at equal molarity, spiked with 20% PhiX, and sequenced together in a single high-output 150 cycle NextSeq500 run with read 1 set to 26bp and read 2 set to 75bp.

### scRNA-Seq data processing

Fastq files corresponding to the 20 cDNA libraries were demultiplexed into 800 fastq files, each representing one of the 800 capture sites on the Fluidigm C1 IFC, using Fluidigm’s API. Transcripts were quantified using kallisto [53], and gene-level read counts were imported into R using the tximport package [54]. The scater package [55] was used for quality control, normalization, and exploratory analysis of the data.

### scRNA-Seq data filtering

Only capture sites annotated to contain one live cell were kept. Cells with less than 20,000, or more than 250,000 reads were removed to eliminate poor quality libraries, and capture sites that may contain multiple cells, respectively. Cells with a high or low proportion of detected genes (>3 median absolute deviations—MADs—from mean) and those with a high proportion of mitochondrial reads (>3 MADs) were removed. Lastly, only genes that were detected in a minimum of 10 cells were retained. 

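The count table holds 14299 genes and 589 cells. The lowest number of cells with a count above 0 over these genes was 2.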

The final expression matrix included the expression of 14299 genes across 636 cells.

### Normalization and imputation of expression values

The R package scran [56] was used to calculate scale factors for each cell as described previously [57]. Each cell’s expression profile was then scaled by this factor. To restore structure in the data that may be lost as the result of drop-out characteristic of scRNA-Seq, we performed data imputation using the MAGIC algorithm [58] with the following parameters: n_pca_components = 20, t = 4, ka = 3, k = 9, epsilon = 1. These values were used for downstream clustering and pseudotime analysis.

### Clustering and differential expression between clusters

Imputed expression values were used to define cell clusters. k-means-based consensus clustering was performed using SC3 [8] to segregate the cells into 2 or 3 clusters. The optimal number of clusters (k = 3) was determined by finding the value of k that maximized average silhouette width. k = 2 segregated the two large groupings of cells along the first principal component, so we also explored this clustering pattern in downstream analysis. Differential expression analysis was performed using monocle [9] to fit a generalized linear model to the expression values of each gene and filtering for genes with a q-value < 0.05 and a log2 fold change > 0.5.

### Functional enrichment analysis

The DAVID Gene Functional Classification Tool [59,60] was used to explore KEGG pathways and GO terms significantly associated with differentially expressed genes between clusters in PCA and clusters of genes with similar expression dynamics throughout pseudotime. The top 5 terms ranked by EASE p-value were determined by subjecting each cluster to identical filtering parameters. Terms were removed if there was intracluster term conflict, (eg. both positive and negative regulation of apoptosis appearing in the same cluster), if term is not unique to one cluster, if the biological process had 10 or more child terms (to eliminate broad and uninterpretable processes), or if they could be reasonably agreed upon as not applicable to the model system (eg. liver regeneration, Alzheimer's disease, etc.). KEGG pathways were given priority because they provide the most information for biological interpretation of data. Full list of unfiltered GO Terms are made available in **Tables in S2, S4, and S7 Table**.

### Identification of marker genes of each cluster

Marker genes for each cluster were identified using SC3 [8], which constructs a binary classifier for each gene based on the mean expression of the gene in each cluster. The area under the receiver operator characteristic curve (AUC) is used to determine the accuracy of the gene as a marker for the cluster. The AUC values were ranked, and top-ranking genes for each cluster were chosen for validation by IF based on commercial availability of antibody and quality of stain (assessed by preliminary antibody optimization experiments).

### Pseudotime analysis of ovarian epithelial cell populations

A pseudotime trajectory of all cells was constructed using the DDRTree method implemented in monocle2 [61]. The root branch was defined as the branch comprising cells from each condition. A generalized linear model was fit to the expression values with an interaction term to model branch-specific expression dynamics as a function of pseudotime. Because the imputation and normalization eliminate a large amount of variation, the interaction coefficients for each gene were used to identify differentially expressed genes (>2 standard deviations from mean of all coefficients).

### Hallmark Gene Set Scoring

Hallmark gene sets were acquired from the Molecular Signatures Database [11]. Each cell was scored based on its expression of the genes within each gene set using the AddModuleScore function in the R package Seurat [62]. For each cell, this function determines the average relative expression of each gene of the gene set compared to groups of expression level-matched control genes. These relative expression values were then standardized using a Z-score transformation.

### Correlation with ovarian tumour scRNA-seq data

Processed scRNA-seq data was retrieved from Winterhoff *et al*. [22] Expression values were log-transformed and scaled before using the highly variable genes from the manuscript to cluster the cells into two groups using hierarchical clustering. Similar to the data presented in the original publication, this separated the population into a CD24+ cluster of cancer cells, and a CD24- cluster of stroma cells. The expression profiles of all cancer cells were averaged to produce a representative expression profile of human ovarian cancer cells. Using genes present in both the mouse and human data sets, this expression profile was correlated (Spearman’s rank correlation) with each cell of our data set.

### Data and code availability

All data are available at GSE121957 and analysis notebooks are hosted at https://github.com/dpcook/scRNASeq-Estrogen.

### Immunofluorescence (IF) staining

Cells were seeded onto glass coverslips and treated with E2 for 15 days. Cells were fixed, permeabilized, blocked, and probed according to antibody datasheet instructions, then mounted onto slides using ProLong Gold mountant with DAPI (ThermoFisher Scientific). See Supp.Table.8 for details on antibodies used for IF. All IF experiments have at least two independent experimental replicates and “n” refers to fields of view.

### Immunofluorescence microscopy and analysis

Confocal images were acquired using a Zeiss LSM 800 confocal microscope system using Plan-Apochromat 40X/1.3NA oil objective. Images were processed using the Imaris Image Analysis Software v8 (Bitplane). IF images are shown as z-stack maximum intensity projections of DAPI (blue) or Actin (orange) channels. Protein of interest (green) is represented as solid surface objects created based on the dynamic range of all control and E2 treated images acquired within the biological replicate. The surface object intensity threshold was set based on the maximal intensity value of the dynamic range. Control slides processed without primary antibody and original unmerged images are included as supplementary (**Figures in S5–S7 Figs**). %KI67+ cells was determined using ratio of KI67+nuclei/total nuclei (DAPI) (n = 6). Cell membrane co-staining was not ideal due to permeabilization required for IF antibodies so Actin was used as an alternative means to estimate cell height (n = 6). Cell height was determined by Actin surface rendering in Imaris. Due to mounting of coverslip, cell height was generally limited to <~20μm.

### Senescence-associated (SA)-βgal Stain

Cells were seeded onto glass coverslips and treated with E2 for 15 days. Cells were fixed with 4% paraformaldehyde (w/v, in PBS) for 10 mins, then incubated with SA-βGal staining solution [63] overnight at 37°C. Coverslips were mounted onto slides using ProLong Diamond antifade mountant (ThermoFisher Scientific) and allowed to cure for 24 hours. Slides were visualized using an EVOS 507 XL Core imaging system under phase-contrast and brightfield to best capture morphology and SA-βGal stain, respectively. Quantification of SA-βgal was performed using Fiji version 1.0. SA-βgal-positive (SA-βgal+) cell pixels were quantified using automated colour deconvolution (Methyl Green DAB vector, colour 1) on brightfield images. SA-βgal- pixels were quantified by subtracting bright-field pixels from the corresponding phase-contrast pixels using Image Calculator. %SA-βgal+ cells was determined using ratio of SA-βgal+ cell pixels/total cell pixels.

### Immunohistochemical (IHC) staining of tissue

IHC was performed using a previously described protocol [3]. IHC staining was performed on ovaries from 3–5 mice per treatment group and on a tissue microarray of human ovarian cancers obtained from the Cooperative Human Tissue Network (University of Virginia, U.S.A.). See **Table in S8 Table** for details on antibodies used for IHC. No-primary control sections are included in **Figure in S9 Fig**. Images were acquired using ScanScope CS2 (Leica Biosystems, Concord, Canada).

## Supporting information

S1 Fig scRNA-Seq quality control and imputation. (A) Boxplots of each library’s transcript counts relative to number of cells observed in corresponding capture sites. 

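On the counts without imputation, 58.6% of all 589 cells had a read of Col1a2, 80.1% had a read of Krt19 and 40.4% had a read of both. In cluster 1, 99.4% of cells had a Col1a2 read and 39.9% a Krt19 read. In responsive cells, 42.3% had a Col1a2 read and 96.2% a Krt19 read, so reads of both genes were found in 40.6% of these cells. Among responsive cells, a Col1a2 read was found in 55.2% of control and 30.3% of E2-treated cells.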

(B) Scatter plot of *Col1a2* (mesenchymal gene) and *Krt19* (epithelial gene) expression levels (left) and PCA of OSE cells (right) before imputation and (C) following imputation using MAGIC.
(TIF) Click here for additional data file.

S2 Fig Principal component analysis of control and E2-treated OSE. Scree plot (left) for the principal component analysis highlighting the fraction of total variance explained by the first few principal components, along with PCA plots of PC1 vs. PC3 (middle) and PC4 (right).
(TIF) Click here for additional data file.

S3 Fig Clustering patterns with increasing *k*. PCA of OSE cells, coloured by cluster. Increasing the number of clusters (*k* parameter) does not separate the control and E2-treated cells of the putative E2-unresponsive population.
(TIF) Click here for additional data file.

S4 Fig Assessing E2 responsiveness. Top row: PCA of OSE cells, coloured by the logged counts of *Esr1* (left), *Esr2* (middle), and a gene set score for the “Early Estrogen Response” gene set from the Molecular Signatures Database (right). Bottom row: Plot showing the distribution of expression levels (logged counts) within cluster. Horizontal bar represents the median expression value for each cluster.
(TIF) Click here for additional data file.

S5 Fig Staining control with no primary antibody and original images for LTBP2 IF. Original merged and unmerged z-stack maximum intensity projections from the DAPI, AF555 (Actin), and AF488 (LTBP2) channels for LTBP2 staining. Scale bar = 15μm.
(TIF) Click here for additional data file.

S6 Fig Staining control with no primary antibody and original images for PTGIS IF. Original merged and unmerged z-stack maximum intensity projections from the DAPI, AF555 (Actin), and AF488 (PTGIS) channels for PTGIS staining. Scale bar = 15μm.
(TIF) Click here for additional data file.

S7 Fig Staining control with no primary antibody and original images for IGFBP5 IF. Original merged and unmerged z-stack maximum intensity projections from the DAPI, AF555 (Actin), and AF488 (IGFBP5) channels for IGFBP5 staining. Scale bar = 15μm.
(TIF) Click here for additional data file.

S8 Fig TGFB1 signalling in OSE. Left: PCA of OSE cells coloured by a gene set score of “TGFB1 Signalling” from the Molecular Signatures Database. Right: The distribution of gene set scores between the three clusters. Horizontal bar represents the median value for each group.
(TIF) Click here for additional data file.

S9 Fig IHC staining controls. Tissue sections prepared with no primary antibodies for LTBP2, IGFBP5, PTGIS, and GREB1 in the ovary and fallopian tube epithelial (FTE).
(TIF) Click here for additional data file.

S1 Table Differential expression results between Clusters 1 (rightmost cells) and 2 (leftmost cells; k = 2). (XLS) Click here for additional data file.

S2 Table Full list of GO Terms and KEGG Pathways associated with Clusters 1(rightmost cells) and 2 (leftmost cells; k = 2). (XLS) Click here for additional data file.

S3 Table Differential expression results between Clusters 2 and 3 (k = 3). (XLS) Click here for additional data file.

S4 Table Full list of GO Terms and KEGG Pathways associated with Clusters 2 and 3 (k = 3). (XLS) Click here for additional data file.

S5 Table Area under receiver operator characteristic (ROC) curves. (XLS) Click here for additional data file.

S6 Table Pseudotime branch-dependent gene expression results. (XLS) Click here for additional data file.

S7 Table Full list of GO Terms and KEGG Pathways associated with each cluster of branch-dependent genes. (XLS) Click here for additional data file.

S8 Table List and details for antibodies used. (XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

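Primary mouse OSE cells treated for 15 days with 100 nM E2 or with vehicle were captured on 1 Fluidigm C1 circuit, and each of its 20 columns gave 1 cDNA library. Each condition was loaded as 1 cell suspension through 1 inlet, so a difference between conditions cannot be separated from a difference between suspensions. The libraries are the samples here. Column 13, an E2 column, has no cells in the deposited tables, which left 10 control libraries of 30 to 36 cells and 9 E2 libraries of 26 to 32 cells.

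The authors deposited estimated counts per gene and cell, made with kallisto and summed to genes with tximport, without normalization and after their filters on cells and genes. kallisto divides reads between transcripts, and 66.9% of the values above 0 were exactly whole. There are no molecular identifiers, so intervals and limits cover counting error and no amplification noise. The limit given for a count of 0 is 3 counts of the total. The authors also deposited log2 values, made by scaling each cell by its scran size factor and imputing with MAGIC, which shares values between similar cells. The base of the logarithm is not stated and was taken as 2 from the values of highly expressed genes. The metadata, as deposited by the authors, hold the percent of reads on mitochondrial genes from scater, the scran size factor as a ratio near 1, the pseudotime score and the state that monocle gave, and SC3 cluster labels for 2, 3 and 4 clusters. The labels for 2 clusters are numbered the other way round from Fig 2A, whose numbering is used here. The paper's text does not name the genome build. Symbols and positions were taken by Ensembl identifier from annotation release M21 of GRCm38, where 14135 of 14299 genes had a symbol and 164 had none of their own.

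The median over all cells was 120932 reads and 4285 genes with a count. Counts were summed over the cells of a library and a cluster, and sums of fewer than 3 cells were left out, which removed 3 of 42 E2-treated cluster 1 cells. edgeR 4.0.16 in R 4.3.3 was run with TMM, filterByExpr and the quasi-likelihood test, and its p-values were adjusted by the method of Benjamini and Hochberg. A gene was called at an adjusted p below 0.05 and an absolute log2 fold change above 0.5. The standard error given is the absolute log2 fold change divided by the square root of the F statistic. The comparisons were cluster 1 against responsive cells with condition as a covariate, E2 against control among responsive cells, cluster 3 against cluster 2, E2 against control within cluster 1, the interaction of E2 and cluster, and E2 against control over all cells. Levels in E2 cluster 1 cells were compared with those a mixture with responsive cells would give by exact two-sided sign flips over 7 libraries, a test added after seeing the data. As a measure of such cells, 20 transcripts above 100 CPM in responsive control cells were used. They were those with the lowest level in control cluster 1 relative to responsive control cells, Igfbp5 among them. Scores and shares were averaged per library and compared by exact two-sided permutation of libraries, and clusters of the same library by exact two-sided sign flips. The smallest p that 10 libraries against 9 allow is 2.17e-05, and 17 pairs allow 1.53e-05.

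Alternatives were DESeq2 1.42.0, limma-voom from limma 3.58.1, no filter on genes, each cell thinned to 20000 reads, at least 5 cells per sum, the library as a block, labels from k-means on 10 principal components without imputation, as many responsive cells per library as cluster 1 has, in 20 draws, PCA without imputation or with scaled genes, at least 2 reads for a detected gene, imputed values for AUROC, k-means on imputed values, fry and camera with an estimated correlation, and other settings of the branch model. These alternatives, the comparisons and the rule for naming genes were set before the data were examined. Alternatives chosen after seeing the data were a PCA of the 500 most variable genes scaled to unit variance, a branch model over all cells by treatment, and cluster 1 cells under every labelling. The shares of cells with a read of Mki67 and Top2a were also added after seeing the data. Named genes are those of the paper's text, some of which are not reported here, the 5 largest changes in each direction among called genes between clusters (same sign in every library) and for E2 in responsive cells (means further apart than the sum of the SDs), and up to 5 in each direction called within cluster 1. Where Tmem255a and Cd320 are named by rank in the branch model, they were chosen after their values were seen.

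Short gene lists written from general knowledge stood in for the Hallmark sets, which were not used here. They covered genes induced by estradiol, hypoxia and TGFB, p53 targets, the cell cycle, the TCA cycle, the respiratory chain, ribosomal proteins, and markers of OSE, stromal fibroblasts, granulosa and theca cells, endothelium, leukocytes, and muscle cells with pericytes. camera was run with a preset correlation of 0.01. The branch model was fitted over 164 cells of states 2, 3 and 7 and 236 cells of states 4, 5 and 6, and 2 SD from the mean of all coefficients was the threshold. In data simulated at the depth of each comparison, edgeR recovered 47.1% of changed genes between clusters and 57.5% for cluster 3 against 2. It recovered 5.61% for the interaction and 49.7% over all cells. The branch model recovered 200 of 200 planted coefficients, each of absolute size 2. The real coefficients had an SD of 0.282, and the highest was 1.88, for Igfbp5. Recovery of genes near the threshold is therefore not shown. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and scikit-learn 1.9.0 was used for values per cell, with seed 1. Of Tables S1, S3, S5 and S6 the first 1999 rows were at hand. The human tumour data, the staining and the functional terms were not analysed here.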

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

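The tests of depth for the mitochondrial genes and Ctnnd1, of levels in E2 cluster 1 cells against responsive cells, of sums without a read and of the control library high in Col1a2, and the setting with cells in cluster 1 under every labelling, were chosen after the results were seen.

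Of 40 groups of libraries examined for a library far from the others, 6 held one, where chance gives about 1 in 20 groups. Greb1 was at 0.336 CPM in the responsive cells of 1 control library, from 1 read, and at 0 in the other control libraries. Krt19 was at 408 CPM in the responsive cells of 1 E2 library, with the next at 581 and a median of 612. No explanation was tested for these, technical or biological.

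In responsive E2-treated cells, the library of column 17 was far above the others for 3 genes. It had 15.7 CPM of Ltbp2, with the next library at 1.74, 42.3 CPM of Col1a2, with the next at 14.0, and 10.3 CPM of Mmp2, with the next at 2.12. In that library 1 cell held 82.6% of the Ltbp2 reads, and another cell held 67.0% of the Col1a2 and 95.7% of the Mmp2 reads. A cluster 1 cell counted among the responsive cells would have the share of reads from cluster 1 genes that cluster 1 cells have, with a median of 77.6%. The highest share in these cells was 18.7%, which argues against that explanation. Why these cells held the reads stays open.

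In responsive control cells, the library of column 7 had 65.1 CPM of Col1a2, with the next at 20.2. Of its Col1a2 reads, 1 cell held 71.6%, and relative to all reads, without TMM, the library had 61.5 CPM with that cell and 17.8 without it. The share of reads from cluster 1 genes in that cell was 80.7%. A cluster 1 cell counted among the responsive cells is therefore a candidate explanation, found and tested on the same data.

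Between E2 and control within cluster 1, where the paper reports no separation by treatment, 7 genes were called. Of 100 splits of the libraries, the real one and no other called as many, the largest other number being 3. As far as 100 splits can show, this argues against chance. A reservation is that other splits spread the libraries with few cluster 1 cells over both groups. Responsive cells placed in cluster 1 are argued against. Without a change with E2, such cells would leave the level in E2 cluster 1 cells between those of control cluster 1 and of responsive E2-treated cells. For 6 of the 7 genes it lay beyond both, and beyond the responsive cells of the same library in all 7 libraries or, for Ctnnd1, in 6 (exact sign-flip permutation p = 0.0156, the smallest that 7 libraries allow, and 0.0313 for Ctnnd1). Rps6ka4, for example, was at 5.88 CPM there, at 83.8 CPM in control cluster 1 and at 47.1 CPM in responsive E2-treated cells. The genes were called on the same E2 cluster 1 sums, and Secisbp2 had no read in 7 of these and Nkx6-2 in 6. The sign-flip p-values therefore describe these genes and are no independent test. For Hapln4, 90.4% of the reads of E2 cluster 1 cells would have to come from responsive cells. For comparison, 20 transcripts above 100 CPM in responsive control cells were taken, those lowest in control cluster 1 relative to that level. Of their level in responsive E2-treated cells, E2 cluster 1 cells held a median of 2.47% and at most 38.1%. With the 150 cells in cluster 1 under every labelling, 1 gene was called again, Hapln4 (adjusted p = 0.00826, edgeR, and up to 0.0120 over its alternatives), while 5 kept their sign at adjusted p from 0.0912 to 0.1004 and Nkx6-2 was not tested. The depth of the cells cannot be told apart either, since 3 genes were called again after thinning and the other 4 were not tested there. For mt-Co2, mt-Cytb and Ctnnd1, the 3 genes called again with the same sign, this argues against depth. After thinning their adjusted p was 0.0449, 0.0449 and 0.0375, within a range over settings of 0.00712 to 0.0912, 0.00681 to 0.0912 and 0.0375 to 0.402. The median share of mitochondrial reads was 3.55% in E2-treated and 2.53% in control cluster 1 cells. Thinning evens out the number of reads per cell and not this share. The rise of mt-Co2 and mt-Cytb therefore cannot be told apart from a larger share of mitochondrial reads in general. Ctnnd1 was at 1897 CPM in the E2 library of column 15, whose sum held 3 cells, and at 50.2 to 247 CPM in the other 6 E2 libraries. Without that library, the one that at least 5 cells per sum leaves out, its log2 fold change was 1.46 and it was not called (adjusted p = 0.282). Hapln4 had no read in the sums of E2-treated cells but had 18 reads in 1 cell left out of them, so that it is not absent with E2. Reads of Secisbp2 were 435 in control and 2 in E2-treated cluster 1 cells, a ratio of 55.9 relative to all reads (exact 95% interval 15.4 to 463, for counting error only). These reads came from 21 of 126 control and 1 of 42 E2-treated cells. Reads of the same cell are not independent, so the interval is narrower than these cell numbers warrant. With 1 cell suspension per condition, the cell suspension, inlet and plate columns cannot be told apart from the treatment. A response of these cells to E2 stays open too.

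The change with E2 differed between cluster 1 and responsive cells for 21 genes, by the interaction term of edgeR without the library as a block. With the block, which takes account of both sums coming from the same library, edgeR called 0 genes, with 892 at an unadjusted p below 0.05, so these calls depend on that choice. DESeq2 without the block called 109. Of 60 splits of the fit without the block, the real one and no other called as many, the largest other number being 3. As far as 60 splits can show, this argues against chance for that count, with the same reservation. Few cells in the sums of E2 cluster 1 cells cannot be told apart from a different response to E2. No read was found in these 7 sums for 6 of the 21 genes, while the other 15 had reads there. Secisbp2, Rps6ka4 and Nkx6-2 were called both here and within cluster 1.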

How the results depend on the processing

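The PCA of the 500 most variable genes, the branch model over all cells and the tests of cluster 1 cells under every labelling were chosen after the results were seen. For each change below, the cause was not tested unless it is given.

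Of 41 alternatives for 7 counts of genes, 28 stayed within 1.5 times the count. DESeq2 called 236 genes for E2 in responsive cells (141 by edgeR, all of them shared), 239 for cluster 3 against cluster 2 (139, all shared), 52 within cluster 1 (7, of which 6 shared), 109 for the interaction (21, of which 20 shared) and 324 over all cells (177, of which 173 shared). In simulated responsive cells, DESeq2 called 20 unchanged genes and edgeR 5. limma-voom called 2624 genes between clusters, 574 of them higher, where the median log2 fold change of all genes was -0.32 in place of -0.06, and 13 for the interaction, 7 of them shared. With the library as a block, 1835 genes were called between clusters, 372 of them higher, at a median of -0.40. For the interaction edgeR then called 0 genes, with 892 at an unadjusted p below 0.05. The filter of the block setting was changed after its first counts had been seen. Within cluster 1, no filter gave 1 gene, with 14155 genes tested in place of 8340, and cells in cluster 1 under every labelling gave 1. Thinning left 5 genes for the interaction, with 7583 tested in place of 11398. As many responsive cells per library as in cluster 1 gave a median of 34 genes, through fewer cells. A threshold of 3 SD left 188 branch-dependent genes, by its construction.

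Of 496 alternatives for 82 results of named genes, 456 kept the direction and the side of the threshold, 18 passed it where the reported result did not, 20 no longer passed it, and 2 reversed. Those 2 were the interaction of Igfbp5, 0.23 as reported, which was -0.50 under limma-voom and -0.58 with the library as a block, uncalled in each.

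Without imputation, E2 minus control along PC1 was 0.0599 over all cells, 0.385 in responsive cells and 0.303 in cluster 1, against -0.696, -0.273 and -0.0844 with it. Along PC3 it was 0.0215 over all cells and -0.0344 in responsive cells, against 1.38 and 1.97. Each PCA sets the sign and the order of its own components. With each gene scaled to unit variance, all 9 differences over PC1, PC2 and PC3 kept their sign.

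Fewer reads or a higher threshold lowered the shares of cells with a read. The share was 16.0% for Esr1 after thinning and 18.3% with at least 2 reads, 2.72% and 3.57% for Esr2, and 12.7% for Greb1 in E2-treated cells after thinning. For Esr1 in responsive cells, E2 minus control was 1.36 percentage points, and -0.695 after thinning and -0.897 with at least 2 reads, each smaller than the spread between libraries. For Top2a, cluster 1 minus responsive was -10.3, and 0.195 after thinning. Imputed values, which are shared between similar cells, gave an AUROC of 0.9998 for Ltbp2, 0.889 for Ptgis and 0.994 for Igfbp5. At k = 3, k-means put 146 cells in cluster 2 and 281 in cluster 3, against 206 and 218.

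Of 84 alternatives for gene lists, 70 kept the direction and the side of the threshold, 5 passed where the reported test did not and 9 no longer passed. Between clusters, camera with an estimated correlation no longer called cell cycle (adjusted p = 0.369), estradiol (0.134), hypoxia (0.102) or respiratory chain genes (0.348), nor did fry the cell cycle genes (0.210). TCA cycle genes passed under fry (5.04e-07) and without the filter (0.0219). For E2 in responsive cells, TCA cycle genes no longer passed with an estimated correlation (0.0636).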

Differences from the paper's values

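The PCA of the 500 most variable genes and the branch model over all cells were tests chosen after the values had been seen.

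The paper's value for the variance of PC2 is 9.1%, and here it was 14.2%. Of the alternatives set before the data were examined, PCA without imputation (1.85%) and PCA with scaled genes (14.9%) differed from the paper's value too. The 500 most variable genes scaled to unit variance, chosen after seeing the values, gave 9.14%, with 75.6% for PC1, and fall within the paper's values. For PC1 the paper's value is 75.6% and here it was 56.3%, and for both together the paper's is 84.7% and here it was 70.5%, each within 1.5 times. Without imputation PC1 held 2.56% and both 4.41%, and with scaled genes 30.3% and 45.2%. No called items belong to this measure.

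The paper's share of E2-treated cells with Greb1 is 37%, and here a read was found in 18.5%. The 2 alternatives set before the data were examined gave 12.7% after thinning and 14.2% with at least 2 reads. Both can only lower the share, so they could not reach the paper's value and do not test the difference. The paper places Greb1 in E2-treated cells beyond the branch point alone. Here 1 of 329 control cells and 1 of 41 E2-treated cells of the common branch had a read.

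In what follows the paper took cells as replicates, and libraries were the replicates here. The paper gives Esr1 as higher in the responsive cluster. Here its log2 fold change of -1.16 in cluster 1 was not called by edgeR (adjusted p = 0.113), and limma-voom alone of 7 settings called it (0.00794, with 0.00794 to 0.131 over the settings). The share of cells with an Esr1 read was also lower in cluster 1 (exact sign-flip permutation, adjusted p = 0.0801). The adjusted p of this share was 0.0275 after thinning and 0.0133 with at least 2 reads, where it was lower in 14 of 17 libraries. Of the genes named for apoptosis, growth and motility in cluster 1, those not called by edgeR include Araf, which DESeq2 and thinning called, Rac1, which DESeq2 and at least 5 cells per sum called, Xiap, which DESeq2 called, and Actb, which no setting called. Actg1 was lower, at -0.30. The paper gives the TGFB set as higher in cluster 1, and the list used in its place, of other genes, had a median log2 fold change of 0.06 (camera adjusted p = 0.385).

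Of 20 genes the paper names as higher with E2, 19 were higher in responsive cells and 13 were called. Nanog was lower, at -0.17. Rock2 (adjusted p = 0.0517, edgeR) was called by DESeq2, by limma-voom, after thinning and with k-means labels, with 0.0134 to 0.0733 over 7 settings. Hif1a, Mapk14, Wnt5a, Acat1, Acadm and Nanog were called in 0 of 7 settings of the library sums, edgeR, DESeq2 and limma-voom among them. Of 6 genes named as higher in control cells, 6 were lower with E2 and 3 were called, while Fas, Ccl2 and Icam1 were called in 0 of 7 settings. Of the genes named as decreased with E2, Itga7, Itgav, Tln1 and Actb were lower and were called in 0 of 7 settings (6 for Itga7), edgeR, DESeq2 and limma-voom among them. The paper gives Krt19 as higher with E2 in every analysis, and within cluster 1 its log2 fold change was -0.30 (adjusted p = 0.986, edgeR, and 0.932 to 0.997 over 5 settings).

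The branch model, which describes cells with no test between libraries, passed some of these genes in the direction the paper gives. Nanog (2.53 SD) and Rock2 (3.12) lay past 2 SD toward the E2 branch, and Ccl2 (-4.02), Itgav (-3.39), Itga7 (-2.80) and Actb (-2.67) toward the control branch. On counts without imputation Ccl2 (-2.06), Itga7 (-3.30) and Icam1 (-2.50) passed, and Rock2, Nanog (1.03), Itgav (-1.04) and Actb (-1.61) did not. By treatment in responsive cells Nanog, Rock2, Ccl2, Itgav, Itga7, Icam1 (-2.57) and Tln1 (-2.01) passed, and Actb (-1.48) did not. Over all cells, a model chosen after seeing the values, Rock2, Ccl2, Hif1a (2.16), Acadm (3.08) and Fas (-2.22) passed, and Nanog, Itgav, Itga7 and Actb did not. Mapk14, Wnt5a and Acat1 passed in none of these 4 models.

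The paper gives control cells of cluster 2 a higher response to hypoxia, and the hypoxia list used here, of other genes than its term, had a median of -0.01 with E2 (camera adjusted p = 0.288). The paper states that E2-treated cells do not activate p53 signalling, and the p53 list used here, of other genes than its set, did not differ (median -0.11, camera adjusted p = 0.271).

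The paper chose 3 clusters as the number with the largest average silhouette width. Here the width of the deposited labels on imputed values was 0.491 at k = 2 and 0.290 at k = 3. For labels of k-means it was 0.503, 0.305 and 0.313 at k = 2, 3 and 4. The paper places Ctsh among the 5 genes most tied to the E2 branch. Igfbp5, Enpp2, Lpl and Tacc1 ranked 1, 2, 4 and 6 here and Ctsh 11. Without imputation those 4 ranked 128, 13, 235 and 32, each past 2 SD. The rank of Ctsh was 14 by treatment in responsive cells, 1702 without imputation, where it did not pass 2 SD, and 8 over all cells, a model chosen after seeing the values.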

Other observations

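The tests of cell cycle genes, of cells between the groups, of stromal fibroblasts and of Mki67 by condition were chosen after the results were seen.

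Labels were shuffled over the libraries for each comparison. For E2 in responsive cells and for E2 over all cells, 1 of 100 splits, the real one, called as many genes, and the others called at most 1 and 12. As far as 100 splits can show, this argues against chance for these 2 counts. Between clusters 1 of 60 splits and for cluster 3 against cluster 2 1 of 100, each time the real one, called as many genes. These clusters were drawn from the expression of the same cells, which sets the real split apart beforehand, so that the splits do not show whether chance can be excluded for their counts. The 2 suspensions cannot be told apart from the treatment. Over all cells, edgeR called 177 of 10945 genes with E2, 124 of them higher, with a log2 fold change of 3.01 for Igfbp5.

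Cell cycle genes were higher in cluster 1 by camera. Capture sites with 2 cells are argued against, since cluster 1 cells had fewer reads in 15 of 17 libraries. The depth of the cells stays open, since after thinning the share of cells with a Mki67 read was 9.81% in cluster 1 and 6.09% in responsive cells, higher in 8 of 17 libraries (exact sign-flip permutation p = 0.212, adjusted p = 0.531 over 15 tests). For Top2a the shares after thinning were 30.3% and 30.1%, higher in 8 of 17 libraries (exact sign-flip permutation p = 0.964, adjusted p = 1). Depth cannot be told apart from more cycling in cluster 1, since neither gene differed by more than the spread between libraries. A difference between the suspensions is argued against, since camera called the list higher in cluster 1 within the E2 libraries (median log2 fold change 0.86, 20 of 24 genes higher, adjusted p = 0.0378) and within the control libraries (median 1.15, 23 of 25 higher, adjusted p = 0.00698). fry called it in neither (adjusted p = 0.791 and 0.0820), nor did camera with an estimated correlation (0.645 and 0.402), and over all libraries neither of them called it.

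On counts without imputation, 1.02% of cells lay in the middle of 3 equal parts between the medians of the groups. A passage that leaves cells evenly spread between the groups is argued against by this share, while a quick passage, or none, stays open. Capture sites with 2 cells cannot be told apart from cells in between. The log2 of the reads of these 6 cells to the median of their library was -0.69, but 2 of the 6 lay above that median. No other biological explanation was tested.

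Col1a2 and Mmp2 were far higher in cluster 1. Whether fibroblasts of the ovarian stroma were their source cannot be decided from the stromal list, since responsive OSE cells held reads of its genes. Of its 10 genes in the fit, 4 were called lower in cluster 1. These were Col1a1 (log2 fold change -0.95), Col3a1 (-1.26), Thy1 (-4.38) and Fbln1 (-5.58), and Col1a2 and Mmp2 themselves were the genes called higher. Dcn, the most abundant in responsive cells, was not called (0.41, adjusted p = 0.09998, edgeR). The OSE genes moved both ways as well, with 2 of 16 called higher in cluster 1, Msln (3.27) and Krt18 (0.90), and 5 called lower, Krt19, Krt8 (-0.82), Upk1b (-0.72), Cldn15 (-1.80) and Aldh1a2 (-3.30). Among those not called, Upk3b was at 1935 ± 305 CPM in cluster 1 and 1657 ± 263 CPM in responsive cells. Wt1 was at 634 ± 140 and 644 ± 122 CPM, and Krt7 at 975 ± 246 and 1179 ± 222 CPM. Cluster 1 cells thus held these 3 OSE transcripts at levels near those of responsive cells. All 10 genes of the stromal list had reads in responsive OSE cells too. What separates the clusters stays open. Lists of other cell types were compared as well, and endothelial genes and granulosa and theca genes differed between the clusters.

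A read of Mki67 was found in 9.70% ± 4.85 (SD, n = 9 libraries) of E2-treated and 19.0% ± 13.6 (SD, n = 10) of control cells (exact permutation p = 0.0538, adjusted p = 0.202 over 15 tests). Within cluster 1 the shares were 6.49% ± 8.50 (n = 7) and 23.7% ± 17.9 (exact permutation p = 0.0212, adjusted p = 0.106). For Top2a over all cells they were 49.1% ± 9.44 and 55.3% ± 10.2 (exact permutation p = 0.182, adjusted p = 0.322). The depth of the cells, lower with E2, cannot be told apart from the absence of a rise with E2. After thinning, E2 minus control for Mki67 in responsive cells was -2.68 percentage points, within the spread between libraries (exact permutation p = 0.398, adjusted p = 0.597). Within cluster 1 it was -5.64 percentage points after thinning, in place of -17.2 (exact permutation p = 0.281, adjusted p = 0.468).

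Responsive cells held reads of cluster 1 genes. Reads crossing between the cells of 1 library could leave such reads, and over 19 libraries their share rose with the share of reads from cluster 1 cells (Spearman rho 0.598, permutation p = 0.00732; Pearson r 0.574, permutation p = 0.0114, and 0.484 without the 2 libraries farthest from the median). This pooled value also holds the difference between conditions. Within the control libraries rho was 0.358 (permutation p = 0.314, adjusted p = 0.627 over both conditions) and r was 0.290 (permutation p = 0.423), or -0.195 without the 2 farthest. Within the E2 libraries rho was 0.0167 (permutation p = 0.982, adjusted p = 0.982) and r was -0.164 (permutation p = 0.669), or -0.610 without the 2 farthest. The relation did not hold within conditions. With 10 and 9 libraries, crossing reads cannot be told apart from expression of these genes in responsive cells.

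Whether the cluster 1 and the responsive sum of 1 library deviate together from the means of their condition was examined over 8956 genes with a mean above 10 CPM. The correlation across genes, which are not independent replicates, had a median of 0.0335 over 17 libraries, from -0.0189 to 0.120.

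Among the marker lists in the comparison of clusters, endothelial genes were lower in cluster 1 (4 genes, median log2 fold change -3.65, camera adjusted p = 5.62e-05) and granulosa and theca genes were higher (3 genes, median 1.602, adjusted p = 0.00150), and both held under fry and with an estimated correlation. Leukocyte genes (2 genes, median -0.74, adjusted p = 0.443), muscle and pericyte genes (3 genes, median -0.69, mean 0.13, adjusted p = 0.796), OSE genes (16 genes, median 0.03, mean -0.44, adjusted p = 0.813) and stromal genes (median -0.38, mean 0.20, adjusted p = 0.443) did not differ by camera. By fry the first 3 of these were lower (adjusted p = 0.00796, 0.0276 and 9.46e-05) and stromal genes were not (0.590). For p53 targets between clusters, camera pointed up and fry down (adjusted p = 0.421).

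For E2 in responsive cells, stromal genes were lower (9 genes, median -0.52, camera adjusted p = 0.00958, fry adjusted p = 0.000894, and 0.0325 with an estimated correlation). Ribosomal protein genes were lower by camera (128 genes, median -0.09, adjusted p = 0.00983) but not by fry (0.5679), with an estimated correlation (0.748) or without the filter (0.218). Apart from the estradiol and TCA cycle genes, which camera called higher, the lists that remain did not differ by camera. The adjusted p was 0.288 for endothelial (median -0.29), 0.765 for granulosa and theca (0.50), 0.903 for leukocyte (0.25), 0.315 for muscle and pericyte (-0.65), 0.765 for OSE (0.04, camera pointing down), 0.765 for TGFB (0.03, mean -0.04, camera pointing down) and 0.454 for cell cycle genes (0.21).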
